# GmNAC81 Inversely Modulates Leaf Senescence and Drought Tolerance

**DOI:** 10.3389/fgene.2020.601876

**Published:** 2020-11-24

**Authors:** Dalton O. Ferreira, Otto T. Fraga, Maiana R. Pimenta, Hanna D. N. Caetano, João Paulo B. Machado, Paola A. Carpinetti, Otávio J. B. Brustolini, Iana P. S. Quadros, Pedro A. B. Reis, Elizabeth P. B. Fontes

**Keywords:** GmNAC81, *Glycine max*, leaf senescence, drought tolerance, NAC transcription factors

## Abstract

*Glycine max* NAC81 (GmNAC81) is a downstream effector of the DCD/NRP-mediated cell death signaling, which interacts with GmNAC30 to fully induce the caspase 1-like vacuolar processing enzyme (VPE) expression, the executioner of the cell death program. GmNAC81 has been previously shown to positively modulate leaf senescence via the NRP/GmNAC81/VPE signaling module. Here, we examined the transcriptome induced by *GmNAC81* overexpression and leaf senescence and showed that GmNAC81 further modulates leaf senescence by regulating an extensive repertoire of functionally characterized senescence-associated genes (SAGs). Because the NRP/GmNAC81/VPE signaling circuit also relays stress-induced cell death signals, we examined the effect of *GmNAC81* overexpression in drought responses. Enhanced *GmNAC81* expression in the transgenic lines increased sensitivity to water deprivation. Under progressive drought, the *GmNAC81*-overexpressing lines displayed severe leaf wilting, a larger and faster decline in leaf Ψw, relative water content (RWC), photosynthesis rate, stomatal conductance, and transpiration rate, in addition to higher Ci/Ca and lower Fm/Fv ratios compared to the BR16 control line. Collectively, these results indicate that the photosynthetic activity and apparatus were more affected by drought in the transgenic lines. Consistent with hypersensitivity to drought, chlorophyll loss, and lipid peroxidation were higher in the *GmNAC81*-overexpressing lines than in BR16 under dehydration. In addition to inducing VPE expression, *GmNAC81* overexpression uncovered the regulation of typical drought-responsive genes. In particular, key regulators and effectors of ABA signaling were suppressed by *GmNAC81* overexpression. These results suggest that GmNAC81 may negatively control drought tolerance not only via VPE activation but also via suppression of ABA signaling.

## Introduction

The NAC (an acronym for NAM, ATAF, and CUC) superfamily of plant-specific transcriptional factors (TF) is largely distributed in the plant kingdom and constitutes one of the largest families of plant TFs (Shao et al., 2015). The primary structural organization of NAC TFs includes a 150-aminoacid conserved N-terminal DNA binding domain, designated the NAC domain, and a more variable C-terminal domain involved in transcriptional regulation (Nakashima et al., 2011). The NAC domain is divided into five subdomains (A-E). The C and D subdomains are highly conserved and are responsible for binding DNA. In contrast, the most divergent B and E subdomains may be responsible for the functional diversity of NAC genes, whereas the A subdomain may be involved in the formation of functional homo- or heterodimers or oligomers (Puranik et al., 2012). The D subdomain of some NACs may harbor a highly hydrophobic, negative regulatory domain (NRD), which inhibits NAC and TF partners (Puranik et al., 2012).

NAC proteins are mediators of responses to a range of developmental and environmental signals. Functionally characterized NACs display essential roles in flower development (Sablowski and Meyerowitz, 1998), apical meristem formation (Souer et al., 1996; Aida et al., 1997; Hibara et al., 2003), hormone signaling (Xie et al., 2000; Fujita et al., 2004), regulation of secondary cell wall biosynthesis (Mitsuda and Ohme-Takagi, 2008; Negi et al., 2017), regulation of leaf senescence (Kim et al., 2016), cell cycle control (Kim et al., 2006), lateral root development (Hao et al., 2011), pathogen infection responses (Collinge and Boller, 2001; Selth et al., 2005) and abiotic stress responses (Tran et al., 2004, 2010; Fang et al., 2008; Tweneboah and Oh, 2017; Chung et al., 2018). Therefore, the plant NAC superfamily relevance is incontestable, but functional studies of NAC genes in crop species are still limited.

In soybean, the superfamily encompasses 182 genes distributed evenly in the soybean chromosomes (Melo et al., 2018). Some NAC proteins are involved in both development and stress responses. Examples are GmNAC81 and GmNAC30, which form heterodimers to activate a cell death program via the upregulation of the caspase1-like vacuolar processing enzyme (VPE) expression (Hara-Nishimura et al., 2011; Mendes et al., 2013). Both GmNAC81 and GmNAC30 are coordinately regulated in response to several different stresses, cell death inducers, hormone signals, and developmentally programmed leaf senescence (Carvalho et al., 2014b; Pimenta et al., 2016).

GmNAC81 was first identified as a downstream component of the developmental cell death (DCD) domain-containing Asparagine (N)-rich protein, DCD/NRP-mediated cell death response (Faria et al., 2011; Reis et al., 2011; Reis and Fontes, 2012). This pathway has been described as a convergent response of osmotic and endoplasmic reticulum stress (Irsigler et al., 2007; Costa et al., 2008). The combination of both treatments promotes a synergistic effect in the *DCD/NRPs* expression mediated by the stress-induced transcriptional factor GmERD15 (Irsigler et al., 2007; Alves et al., 2011). The accumulation of DCD/NRP activates a signaling cascade leading to the upregulation of *GmNAC81* and *GmNAC30* (Mendes et al., 2013). In the nucleus, these TFs form a heterodimer that binds to a specific cis-regulatory element (TGTG[T/C/G]) on the VPE promoter to activate *VPE* expression, the executioner of a plant-specific programmed cell death (PCD) mediated by the collapse of the vacuole (Hara-Nishimura et al., 2011). In addition to VPE, the repertoire of GmNAC81 and GmNAC30 upregulated genes includes predominantly hydrolytic enzymes (carboxypeptidase, phosphatase, and glucanase) that may also be involved in plant PCD (Mendes et al., 2013). GmNAC81 has also been implicated as a positive modulator or developmentally programmed leaf senescence (Pimenta et al., 2016). Therefore, the NRP/GmNAC81:GmNAC30/VPE signaling module may function as a regulatory circuit that integrates developmentally programmed leaf senescence with stress-induced cell death. To gain insights into these linked responses’ intricacy, we ectopically expressed *GmNAC81* in soybean and analyzed the overlapping and specific features of these responses. We show here that in addition to promoting stress-induced cell death, GmNAC81 directly regulates drought-responsive genes and increases drought sensitivity.

## Methods

A detailed description of methods is provided in Supplementary Methods.

Briefly, GmNAC81–1 and GmNAC81–3 lines have been previously described (Pimenta et al., 2016). RNA sequencing and differential gene expression analyses were performed according to Melo et al. (2018). RNA-sequencing data were deposited in the Gene Expression Omnibus under accession number GSE159910^1^. Physiological parameter measurements were carried out as described (Pimenta et al., 2016), and water stress induction and monitoring were conducted according to Carvalho et al. (2014a).

## Results

### *GmNAC81* Ectopic and Endogenous Expression Equalizes During the Onset of Leaf Senescence

The transgenic lines GmNAC81–1 and GmNAC81–3 have been fully described previously (Pimenta et al., 2016). Here, we further complemented these previous studies by demonstrating first that despite accelerating leaf senescence (Figure 1A; Pimenta et al., 2016), *GmNAC81* overexpression does not cause yield penalty.

**FIGURE 1:**
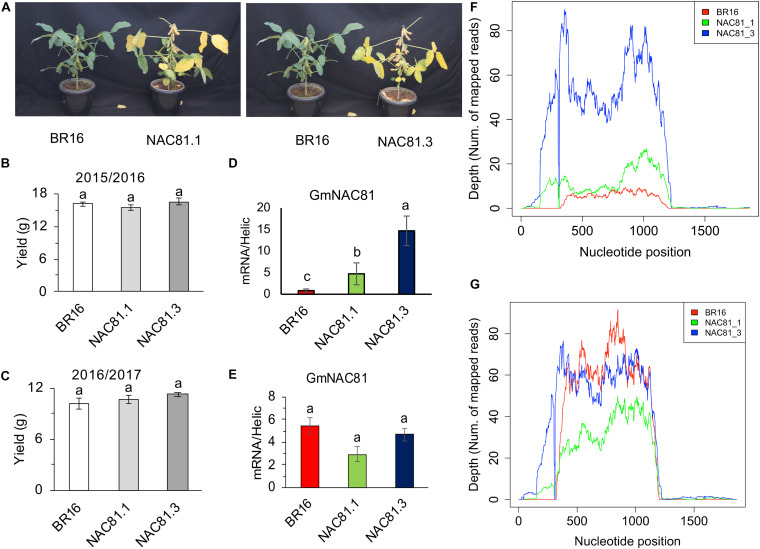
*GmNAC81* overexpression accelerates leaf senescence. **(A)** Phenotype of *GmNAC81*-overexpressing lines and the cultivar BR16 at 90 days after germination (DAG). **(B)** Mass of grains of BR16 and GmNAC81 lines in the first growing season (2015/2016) (mean ± standard error). Means followed by different letters are significantly different by *t*-test (*p* < 0.05). **(C)** Mass of grains of BR16 and GmNAC81 lines in the second growing season (2016/2017) (mean ± standard error). Means followed by different letters are significantly different by *t*-test (*p* < 0.05). **(D)** Normalized expression of *GmNAC81* at 20 DAG. The accumulation of transcripts of *GmNAC81* was determined by 2^–ΔΔCt^ (mean ± standard error). Means followed by different letters are significantly different by *t*-test (*p* < 0.05). **(E)** Normalized expression of *GmNAC81* at 80 DAG. The accumulation of the GmNAC81 transcripts was determined by 2^–ΔΔCt^ (mean ± standard error). Means followed by different letters are significantly different by *t*-test (*p* < 0.05). **(F)** High throughput sequencing reads mapped to the GmNAC81 locus (Glyma.12G022700, Phytozome 12) at 20 DAG. **(G)** High throughput sequencing reads mapped to the GmNAC81 locus at 80 DAG.

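The counts behind these panels fell on 2 entries of the count table, Glyma.12G022700 itself and a GmNAC81 sequence with a terminator that stands for the transgene, and were summed. Scaled by edgeR's TMM library sizes, GmNAC81 reached 5.76 ± 1.93 CPM (SD, n = 3) in BR16 V3 leaves and 99.6 ± 76.7 CPM (SD, n = 3) in GmNAC81-3 V3 leaves. The unscaled counts ran from 210 to 501 and from 938 to 4520 per library, respectively. The GmNAC81-3 V3 libraries held 81.9, 184 and 33.4 CPM, each above the highest BR16 V3 library. The log2 fold change was 4.11 (standard error 0.70, adjusted p = 0.0123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives set in advance for this gene and contrast, the adjusted p (edgeR quasi-likelihood or DESeq2, Benjamini-Hochberg) ran from 9.94e-09 with DESeq2 to 0.0657 in a fit of these 2 groups alone. With each library left out in turn the log2 fold change stayed between 3.32 and 4.52, but the adjusted p of edgeR's quasi-likelihood test (Benjamini-Hochberg) rose to 0.0513 without BR16 V3 replicate 2 and to 0.0651 without BR16 V3 replicate 3. The transgene entry also collected counts in BR16, which carries no transgene: 34.8% ± 0.80 (SD, n = 3) of the gene's counts in BR16 V3 and 53.6% ± 2.79 (SD, n = 3) in GmNAC81-3 V3. The counts therefore do not separate transcripts of the transgene from those of the endogenous gene.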

The *GmNAC81*-overexpressing lines displayed accelerated leaf senescence (Figure 1A). At 90 days after germination (DAG), developmental stage R7, leaf yellowing was more intense in transgenic lines than in wild type (Figure 1A), which was associated with the higher accumulation of hydrogen peroxide in overexpressing lines, as judged by the intensity of DAB staining in senescent leaves (Supplementary Figure S1A). The precocious leaf senescence phenotype of the transgenic lines (Figure 1A) confirmed that the GmNAC81 transgene remained functional in the R5 generations of GmNAC81–1 and GmNAC81–3 lines, which were used for RNA-sequencing. Very importantly, the seed yield of *GmNAC81*-overexpressing lines was similar to that of the wild type (Figures 1B,C). The lower and greater pod numbers displayed by GmNAC81–1 and GmNAC81–3 lines, respectively, were compensated by differences in the weight of 1,000 seeds among genotypes in the growing seasons 2015/2016 and 2016/2017 (Supplementary Figures S1B,C). Therefore, seed weight/plant was similar in transgenic lines and wild type, indicating that *GmNAC81* overexpression did not compromise yield (Figures 1B,C).

*GmNAC81* is positively regulated during leaf senescence (Carvalho et al., 2014b; Pimenta et al., 2016). The RNA-seq data confirmed a strong upregulation of *GmNAC81* during leaf senescence (Figures 1F,G). 

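In BR16, GmNAC81 rose to 38.0 ± 24.9 CPM (SD, n = 3) at R6, with 60.7, 11.3 and 41.9 CPM in the 3 libraries, all above the BR16 libraries at V3. The log2 fold change from V3 to R6 was 2.72 (standard error 0.66, adjusted p = 0.00578 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 2.21 and 3.18 with each of the 12 libraries left out in turn, and past the thresholds in each of these fits. In GmNAC81-3 the change between the stages went the other way, with a log2 fold change of -0.82 (standard error 0.62, adjusted p = 0.30, edgeR quasi-likelihood, Benjamini-Hochberg), which is not detectable against the spread of the libraries. The difference between the stage effects of the 2 genotypes was -3.54 on the log2 scale (standard error 0.90, adjusted p = 0.154, edgeR quasi-likelihood, Benjamini-Hochberg). With DESeq2 this difference passed the threshold (-3.55, Benjamini-Hochberg adjusted p = 0.00623), and over the alternatives set in advance that used all libraries its adjusted p reached 0.247. From the reads at this locus, the paper concludes that GmNAC81 is upregulated during leaf senescence.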

At 20 DAG (V3), *GmNAC81* expression was significantly higher in GmNAC81–3 and slightly higher in GmNAC81–1 lines compared to BR16 (Figure 1D and Supplementary Figure S1F). In contrast, at 80 DAG (R6), endogenous *GmNAC81* in the wild type was strongly induced, reaching a similar plateau as in the transgenic lines GmNAC81–3 and GmNAC81–1 (Figure 1G). These results were further confirmed by RT-qPCR, indicating that during the onset of leaf senescence, *GmNAC81* ectopic expression in transgenic lines was similar to the endogenous expression in the wild-type, BR16 line (80 DAG; Figure 1E). Therefore, to delimitate the GmNAC81-induced changes, we performed RNA-seq of GmNAC81–3 and BR16 leaves and compared the transcriptome changes in V3 leaves of GmNAC81_20DAG(V3) vs. BR16_20DAG(V3). 

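At R6 the GmNAC81-3 libraries held 56.4 ± 11.5 CPM of GmNAC81 (SD, n = 3), between 46.6 and 69.1 CPM each. Against BR16 R6 the log2 fold change was 0.57 (standard error 0.62, adjusted p = 0.958 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the 2 genotypes overlapped. Leaving out each library in turn moved it between 0.13 and 1.08, without a call. A difference at R6 was thus not detectable with 3 libraries per genotype, of which those of BR16 varied more than those of GmNAC81-3. GmNAC81-1 was not analysed here.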

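The experiment covered 12 libraries of the third leaf, 3 plants each of the cultivar BR16 and of the overexpressing line GmNAC81-3 at V3 (20 DAG) and at R6 (80 DAG), sequenced as paired-end reads of 100 bp. The Supplementary Methods place the libraries of each stage in a set of their own on 2 lanes, so that stage and sequencing set cannot be told apart in a contrast between stages. The authors removed reads of low quality, mapped the others to the soybean genome Wm82.a2.v1 and counted them on its transcript models. The values used here are these counts, without normalization, for 84782 transcript models of 52660 loci and for the transgene entry. Total counts per library ran from 51908861 to 60500341 in BR16 V3 (median 56366702), from 60645974 to 77952663 in BR16 R6 (median 67077359), from 42797825 to 54670507 in GmNAC81-3 V3 (median 49431873) and from 54282911 to 65381987 in GmNAC81-3 R6 (median 64893838). Between 75.0% and 86.1% of the counts below 50 were even numbers, so both reads of a pair appear to have been counted, and a count of 2 can stand for 1 fragment. In GmNAC81-3 V3, 51.3% ± 7.19 (SD, n = 3) of the counts fell on 3 loci, against 35.5% ± 3.19 (SD, n = 3) in BR16 V3, and after TMM scaling the median effective library was 28.1 M counts against 61.2 M. Transcript models were summed per locus, and the 39443 loci left by edgeR's expression filter were tested in 1 model of the 4 groups. A locus was called when its adjusted p was under 0.05 and its log2 fold change above 1 or below -1, the criteria given in the paper's Results. The Supplementary Methods instead give an adjusted p of at most 0.01 with the same limit of fold change, which was an alternative here. The biological coefficient of variation was 0.332 in the model of the 4 groups, 0.360 in a fit of the V3 libraries and 0.285 in a fit of the R6 libraries. Where no library of a group had more than 3 counts, only a lower bound of the fold change is given.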

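Between GmNAC81-3 V3 and BR16 V3, 691 loci were called higher and 667 lower, and 9244 had an unadjusted p under 0.05. The 3 libraries of one genotype all lay above those of the other at 24.0% of the tested loci, where chance gives 10%. These counts depended on single libraries: 1053 loci were higher and 1766 lower without GmNAC81-3 V3 replicate 1, 986 and 1147 without BR16 V3 replicate 1, 202 and 164 without BR16 V3 replicate 2, 179 and 116 without GmNAC81-3 V3 replicate 2, and 89 and 62 without BR16 V3 replicate 3. Of the alternatives set in advance, a fit of these 2 groups alone moved them most, with 8 loci higher and 6 lower, and none of the 4 loci named below was called in that fit. The replicate numbers may pair the V3 libraries, which the sample labels do not state. The V3 libraries alone with the replicate number as a block, an alternative chosen after seeing the data, gave 862 higher and 951 lower loci. The block over all 12 libraries, set in advance, gave 468 and 389. With DESeq2, the tool named in the Supplementary Methods, 1420 were higher and 1689 lower, among them 1331 of the 1358 loci called with edgeR. Among the called loci with a group at the floor, Glyma.11G112500 was at least 217-fold higher (adjusted p = 0.00730, edgeR quasi-likelihood, Benjamini-Hochberg) and Glyma.18G123900 at least 25.4-fold higher (adjusted p = 0.00560, same test), both also without any 1 library. In the other direction, Glyma.14G052000 was at least 98.3-fold lower (59.7-fold without BR16 V3 replicate 2; adjusted p = 0.0498, edgeR quasi-likelihood, Benjamini-Hochberg), and Glyma.13G160400 at least 18.9-fold lower (adjusted p = 0.0409, same test). The call of the former was kept only without BR16 V3 replicate 1 and that of the latter was lost without BR16 V3 replicate 3, BR16 R6 replicate 1 or GmNAC81-3 V3 replicate 2 or 3, with adjusted p of up to 0.143 and 0.131 (edgeR quasi-likelihood, Benjamini-Hochberg), and DESeq2 called neither.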

Leaf senescence-induced changes were derived from both contrasts [BR16_80DAG(R6) vs. BR16_20DAG(V3)] and [GmNAC81_80DAG(R6) vs. GmNAC81_20DAG(V3)]. 

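Between R6 and V3, 5945 loci were called higher and 7731 lower in BR16, and 6493 higher and 7917 lower in GmNAC81-3. The libraries of the 2 stages did not overlap at 60.2% of the tested loci in BR16 and at 52.2% in GmNAC81-3. Of the alternatives set in advance, a filter of at least 10 counts in every library changed these counts most, to 3578 higher and 4596 lower loci in BR16, since fewer loci were tested. Counts per transcript model, chosen after seeing the data, gave 9390 higher and 12145 lower models in BR16, over more units tested. With each library left out in turn, the BR16 counts ran from 5139 to 6226 higher and from 6820 to 8336 lower loci. In BR16, Glyma.16G044200 rose at least 153-fold and Glyma.19G248900 at least 112-fold, while Glyma.07G014500 was at least 10618-fold lower and Glyma.14G115500 at least 982-fold lower at R6. In GmNAC81-3, Glyma.13G357500 rose at least 141-fold and Glyma.15G052700 at least 95.3-fold, while Glyma.09G028100 was at least 2159-fold lower and Glyma.15G238600 at least 1182-fold lower. Some of these bounds rested on 1 library: without BR16 V3 replicate 1 that of Glyma.14G115500 was 210-fold, without GmNAC81-3 R6 replicate 1 that of Glyma.15G052700 was 62.9-fold, without GmNAC81-3 V3 replicate 1 that of Glyma.09G028100 was 1227-fold and without GmNAC81-3 V3 replicate 3 that of Glyma.15G238600 was 344-fold. The log2 fold changes of the 2 contrasts were correlated across loci (Pearson r = 0.852), where loci are not independent replicates. The effect of stage differed between the genotypes at 28 loci, 9 with a higher and 19 with a lower change in GmNAC81-3, and 5164 loci had an unadjusted p under 0.05. The count of 28 became 1 without BR16 V3 replicate 2 or 3, BR16 R6 replicate 1 or 2, GmNAC81-3 V3 replicate 2 or GmNAC81-3 R6 replicate 3. It became 292 without GmNAC81-3 V3 replicate 1.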

In the first contrast, we examined the effects of leaf senescence and GmNAC81 enhanced expression, and in the latter contrast, we analyzed leaf senescence-induced changes in GmNAC81 lines.

A global cluster analysis of the expressed sequences among BR16_20DAG leaves, BR16_80DAG leaves, GmNAC81_20DAG leaves, and GmNAC81_80DAG leaves revealed that the senescence-induced transcriptome of BR16 and GmNAC81 leaves at 80 DAG were most closely related; these samples clustered together with a high bootstrap probability and a high approximately unbiased *P*-value (Supplementary Figure S2A). These results confirmed that the effect of *GmNAC81* overexpression is compensated by the strong induction of the endogenous gene during the onset of natural senescence (BR16 at 80 DAG), leading to similar responses during senescence. However, at 20 DAG, the *GmNAC81*-induced transcriptome was similar to the transcriptomes represented by the senescence-induced transcriptome cluster and differed considerably from the BR16_20DAG transcriptome. These results indicated that the *GmNAC81*-mediated response and senescence-induced response shared similar mechanisms.

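Clustering of the 4 group means by the correlation of log2 CPM over the tested loci joined BR16 R6 with GmNAC81-3 R6 at a distance (1 minus Pearson's r) of 0.0201, and BR16 V3 with GmNAC81-3 V3 at 0.0483. Both pairs appeared in 100% of 1000 resamplings of the loci, which are not independent, and without any 1 library. Untransformed CPM, the alternative that moved this share most, gave 91.4%. Single libraries of BR16 R6 and GmNAC81-3 R6 had a median correlation of 0.962 across loci. When the 12 libraries were divided into 4 clusters, all 6 R6 libraries fell into 1 cluster. At V3, replicates 2 and 3 of each genotype formed a cluster of their own, and the replicate 1 libraries of both genotypes formed another.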

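Between GmNAC81-3 R6 and BR16 R6, 26 loci were called higher and 13 lower, and 2706 had an unadjusted p under 0.05. The libraries of the 2 genotypes did not overlap at 13.7% of the tested loci, where chance gives 10%. The count ran from 6 higher and 3 lower loci without BR16 R6 replicate 1 to 32 higher without GmNAC81-3 V3 replicate 1 and 25 lower without BR16 R6 replicate 2. With DESeq2 116 loci were higher and 93 lower, and with each library split at random into 2 parts, an alternative chosen after seeing the data, 345 and 920. Among the called loci, Glyma.06G294200 had the highest log2 fold change, 5.59 (standard error 0.40, adjusted p = 0.000483, edgeR quasi-likelihood, Benjamini-Hochberg), followed by Glyma.18G148600 with 5.45 (standard error 0.77, adjusted p = 0.0269, same test), which lost its call without BR16 V3 replicate 3, BR16 R6 replicate 1 or 2, or GmNAC81-3 R6 replicate 1 or 3 (adjusted p up to 0.182). Glyma.06G294300 was at least 31.2-fold lower (adjusted p = 0.0392, edgeR quasi-likelihood, Benjamini-Hochberg) and Glyma.02G060600 at least 7.36-fold lower (adjusted p = 0.0388, same test). The former kept its call only without GmNAC81-3 V3 replicate 1 or 3 and the latter only without any 1 of the GmNAC81-3 V3 libraries, with adjusted p of up to 0.250 and 0.229 in the other fits (edgeR quasi-likelihood, Benjamini-Hochberg), and both lost it with the replicate number as a block. The paper concludes from the clustering that induction of the endogenous gene compensates for the overexpression at R6.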

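The GmNAC81-3 V3 mean lay at a distance of 0.251 from BR16 R6 and 0.216 from GmNAC81-3 R6, several times its distance from BR16 V3. Library by library, the median correlation of log2 CPM across loci was 0.912 between GmNAC81-3 V3 and BR16 V3, with single pairs between 0.880 and 0.943, against 0.719 between GmNAC81-3 V3 and BR16 R6 and 0.754 between GmNAC81-3 V3 and GmNAC81-3 R6. Libraries of the same V3 group correlated at a median of 0.952 in BR16 and 0.926 in GmNAC81-3. As changes instead of levels, the log2 fold changes of the contrast of genotypes at V3 and of senescence in BR16 had a Pearson r of 0.043 and a Spearman rho of -0.021 across all tested loci. Over the loci called at V3 alone, r was 0.361 and rho 0.232, and 51.5% had the same sign in both contrasts. These loci were chosen on the BR16 V3 libraries that both contrasts share, and no value for unchanged groups was computed for them. Against senescence in GmNAC81-3, which shares the GmNAC81-3 V3 libraries with the contrast at V3, r was -0.399. Over all tested loci, the r with senescence in BR16 stayed between 0.031 and 0.138 with each library left out in turn and was -0.0565 with at least 10 counts in every library. These 2 contrasts share the BR16 V3 libraries. With different BR16 V3 libraries in the 2 contrasts, r averaged 0.009 and ran from -0.184 to 0.194. From the similarity it reports, the paper proposes that the response to GmNAC81 and that to senescence share mechanisms.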

### *GmNAC81* Overexpression Accelerates Leaf Senescence via the Induction of VPE and Senescence-Associated Genes

GmNAC81 has been characterized as a downstream component of the DCD/NRP-mediated cell death response, induced by leaf senescence (Carvalho et al., 2014b; Pimenta et al., 2016). 

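Besides GmNAC81, the loci of ERD15 and of the VPE genes were compared between R6 and V3 in BR16, and the NRPs and GmNAC30 were not analysed here. The γVPE locus Glyma.14G092800 rose from 22.8 ± 9.82 to 320 ± 22.1 CPM (SD, n = 3 each), a log2 fold change of 3.81 (standard error 0.64, adjusted p = 0.000620 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ERD15 (Glyma.11G149900) rose from 8.37 ± 6.05 to 34.8 ± 16.5 CPM (SD, n = 3 each), with each R6 library above each V3 library. Its log2 fold change of 2.05 (standard error 0.79) missed the threshold with an adjusted p of 0.0532 (edgeR quasi-likelihood, Benjamini-Hochberg). Over the alternatives set in advance that used all libraries this adjusted p ran from 0.0191 to 0.0543, and ERD15 was called with DESeq2, without an expression filter, in a fit of the 2 groups alone and with the replicate number as a block. It was also called without BR16 V3 replicate 2 (adjusted p = 0.0409, edgeR quasi-likelihood, Benjamini-Hochberg), without GmNAC81-3 V3 replicate 1 (0.0367) and without GmNAC81-3 V3 replicate 3 (0.0237). The βVPE locus Glyma.05G055700 rose by 2.29 on the log2 scale (adjusted p = 5.49e-05, edgeR quasi-likelihood, Benjamini-Hochberg).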

By using a corrected *p* < 0.05 and log2-fold-change > 1 or log2-fold-change < 1 criteria for differentially regulated genes, our RNA-seq data confirmed that all previously described components of DCD/NRP-mediated cell death signaling (*GmERD15*, *NRPs*, *GmNAC81*, *GmNAC30*, and γ*VPE*) were induced by leaf senescence (Supplementary Figure S3A). These results served as a validation criterion of our RNA-seq data. 

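The transcripts of ERD15 (Glyma.11G149900) reached 2.51 ± 2.71 CPM (SD, n = 3) in GmNAC81-3 V3, below their mean in BR16 V3. The log2 fold change was -1.74 (standard error 0.80, adjusted p = 0.219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the 2 genotypes overlapped. None of the alternatives set in advance that used all libraries called it, with adjusted p between 0.129 and 0.331 (edgeR quasi-likelihood or DESeq2, Benjamini-Hochberg), and neither did any fit that left out 1 library.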

In the *GmNAC81*-overexpressing V3 leaves, the upstream components of GmNAC81 were not differentially expressed, except for *ERD15*, which was slightly downregulated [GmNAC81_20DAG(V3) vs. BR16_20DAG(V3)] (Supplementary Figure S3C). In contrast, two copies of *VPE*, which is a direct target of GmNAC81, were strongly induced, which may explain at least in part the accelerated senescence phenotype of the transgenic lines (Mendes et al., 2013; Carvalho et al., 2014b; Pimenta et al., 2016).

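At V3, the γVPE locus Glyma.14G092800 reached 122 ± 81.1 CPM (SD, n = 3) in GmNAC81-3, a log2 fold change of 2.41 against BR16 (standard error 0.60, adjusted p = 0.0461 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GmNAC81-3 replicate 1 held 29.0 CPM, less than the highest BR16 library at 34.1 CPM. The call was kept only without GmNAC81-3 V3 replicate 1 among the fits that each left out 1 library, with an adjusted p of 0.0521 to 0.169 in the other 11 (edgeR quasi-likelihood, Benjamini-Hochberg). It was also lost in a fit of the 2 groups alone and with the replicate number as a block, while DESeq2 gave an adjusted p of 8.01e-04 (Benjamini-Hochberg), and over the alternatives set in advance that used all libraries it reached 0.134. Glyma.17G230700 rose from 10.6 ± 2.25 to 114 ± 88.0 CPM (SD, n = 3 each), a log2 fold change of 3.42 (standard error 0.74, adjusted p = 0.0299, edgeR quasi-likelihood, Benjamini-Hochberg). Its 3 GmNAC81-3 libraries held 13.0, 154 and 174 CPM, and the highest BR16 library held 13.1 CPM. This call was lost without any 1 of the BR16 V3 libraries and without GmNAC81-3 V3 replicate 2 or 3, with adjusted p of 0.0513 to 0.129 (edgeR quasi-likelihood, Benjamini-Hochberg), and with the replicate number as a block. It was also lost in the fit of the 2 groups alone (adjusted p = 0.114, same test). The βVPE locus Glyma.05G055700 changed by 1.08 (standard error 0.27, adjusted p = 0.0466, edgeR quasi-likelihood, Benjamini-Hochberg). It was called without GmNAC81-3 V3 replicate 1, GmNAC81-3 V3 replicate 3 or GmNAC81-3 R6 replicate 2 and in no other fit that left out 1 library (adjusted p up to 0.161). It was not called without an expression filter, with the block or in the fit of the 2 groups alone (adjusted p = 0.176, same test). In the V3 libraries alone with the block, chosen after seeing the data, Glyma.14G092800 was called (adjusted p = 0.0365, edgeR quasi-likelihood, Benjamini-Hochberg), but not Glyma.17G230700 (0.0576) or Glyma.05G055700 (0.139). The paper proposes that the induction of these direct targets contributes to the accelerated senescence of the transgenic lines.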

In the SNAC-A subfamily, GmNAC30 is most related to the Arabidopsis ATAF2 paralog and forms a cluster with GmNAC18 and GmNAC39 genes, which were induced by leaf senescence (Supplementary Figure S4). In contrast, the other four SNAC-A genes were repressed by leaf senescence (Supplementary Figure S3A); they are more divergent from GmNAC30 and clustered together with ATAF1 in a phylogenetic analysis (Supplementary Figure S4). GmNAC30 has been previously shown to interact with GmNAC81 to fully induce γVPE Glyma.14G092800 (Mendes et al., 2013). RNA-seq also demonstrated that the paralog γVPE Glyma.17G230700 might be a direct target of GmNAC81 and GmNAC30. Accordingly, at the V3 stage (20 DAG), *GmNAC81* overexpression in the transgenic leaves also induced both Glyma.14G092800 and Glyma.17G230700 VPEs, although to a lesser extent compared to their expression at 80 DAG (Supplementary Figures S3A–C). 

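From V3 to R6 in BR16, Glyma.17G230700 rose to 636 ± 102 CPM (SD, n = 3), a log2 fold change of 5.90 (standard error 0.83, adjusted p = 0.000198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GmNAC81-3 R6 the 2 loci reached 719 ± 365 CPM (Glyma.14G092800; SD, n = 3) and 1273 ± 550 CPM (Glyma.17G230700; SD, n = 3), in each case above their mean in GmNAC81-3 V3. The change from V3 to R6 was smaller in GmNAC81-3 than in BR16 by -1.25 on the log2 scale for Glyma.14G092800 (adjusted p = 0.534, edgeR quasi-likelihood, Benjamini-Hochberg) and by -2.42 for Glyma.17G230700 (adjusted p = 0.320, same test), neither past the threshold.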

The γVPE paralog Glyma.04G049900 was also induced by leaf senescence (80 DAG) but not by overexpressing *GmNAC81* in V3 leaves. These results are consistent with previous data showing that GmNAC81-regulated promoters also require GmNAC30 for full activation. 

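Glyma.04G049900 rose in BR16 from 17.6 ± 6.93 CPM at V3 to 44.9 ± 2.88 CPM at R6 (SD, n = 3 each), a log2 fold change of 1.35 (standard error 0.34, adjusted p = 0.00707 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GmNAC81-3 V3 it reached 22.6 ± 9.09 CPM (SD, n = 3), a log2 fold change of 0.36 against BR16 V3 (standard error 0.33, adjusted p = 0.552, edgeR quasi-likelihood, Benjamini-Hochberg), within the spread between libraries.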

In V3 leaves of *GmNAC81*-overexpressing lines, *GmNAC30* was not induced in parallel to provide a stoichiometric balance to the transcriptional activator complex.

To further validate the RNA-seq data, we examined the differential expression of other previously described GmNAC81 target genes (Mendes et al., 2013) in the contrast GmNAC81_20DAG(V3) vs. BR16_20DAG(V3). Four upregulated and two downregulated genes by the complex GmNAC81:GmNAC30 were correctly induced and repressed by *GmNAC81* overexpression in V3 leaves (Supplementary Figure S3D). These results further confirmed that the 35S:GmNAC81 transgene was functional.

To examine the transcriptional landscape of GmNAC81 during senescence, we compared the *GmNAC81*-induced transcriptome [GmNAC81_20DAG vs. BR16_20DAG] with the transcriptome induced by natural leaf senescence in BR16 [BR16_80DAG vs. BR16_20DAG] (Supplementary Figures S2B,C). Among the differentially expressed genes, 25.3% of upregulated genes and 42.7% of downregulated genes by *GmNAC81* overexpression at 20 DAG were also differentially regulated during the onset of natural senescence at 80 DAG. 

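Of the 691 loci called higher in GmNAC81-3 V3 than in BR16 V3, 144 were also called higher in BR16 at R6 than at V3, a share of 20.8% (95% Wilson interval 17.98 to 24.02%). Of the 667 called lower, 261 were also called lower in senescence, a share of 39.1% (95% Wilson interval 35.5 to 42.9%). These intervals cover counting error only. In the opposite direction, 204 of the loci higher in GmNAC81-3 V3 fell in senescence and 94 of those lower rose. In a fit of the groups of each contrast alone, the shares in the same direction were 37.5% and 66.7%, of 8 and 6 loci. The share of higher loci ran from 16.9% without BR16 V3 replicate 3 to 22.2% without GmNAC81-3 V3 replicate 3, and that of lower loci from 25.6% without GmNAC81-3 V3 replicate 1 to 46.8% without BR16 V3 replicate 3. With senescence taken from GmNAC81-3 instead of BR16, the shares were 7.67% and 13.6%. Both contrasts use the BR16 V3 libraries, as the baseline of each.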

To gain further insights into the cellular processes affected by GmNAC81, we performed functional enrichment analyses of the differentially expressed genes identified in the contrast [GmNAC81_20DAG vs. BR16_20DAG]. Significantly enriched GO terms (with *p* < 0.05) were identified in all three categories, Biological Process, Molecular Function, or Cellular Component ontology. 

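The loci that Supplementary Table S2 lists under senescence-related terms were taken from that table, and 350 of its 352 loci passed the expression filter. At V3, 34 of them were called between GmNAC81-3 and BR16 when the p-values were adjusted over all tested loci, 21 higher and 13 lower. When adjusted over the list alone, 152 had an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), but the study chose the list on these same libraries, so this count is not independent evidence. The called loci numbered 3 without BR16 V3 replicate 3 and 54 without BR16 V3 replicate 1. With DESeq2 80 were called and in a fit of the 2 groups alone 0, where 164 had an unadjusted p under 0.05. In senescence of BR16, 167 of the loci were called, 77 of them in the direction that the table lists for GmNAC81-3 V3.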

Consistent with the function of GmNAC81 in senescence, a subset of DEGs was significantly over-represented under senescence-related GO terms (Figure 2A and Supplementary Tables S1, S2).

**FIGURE 2:**
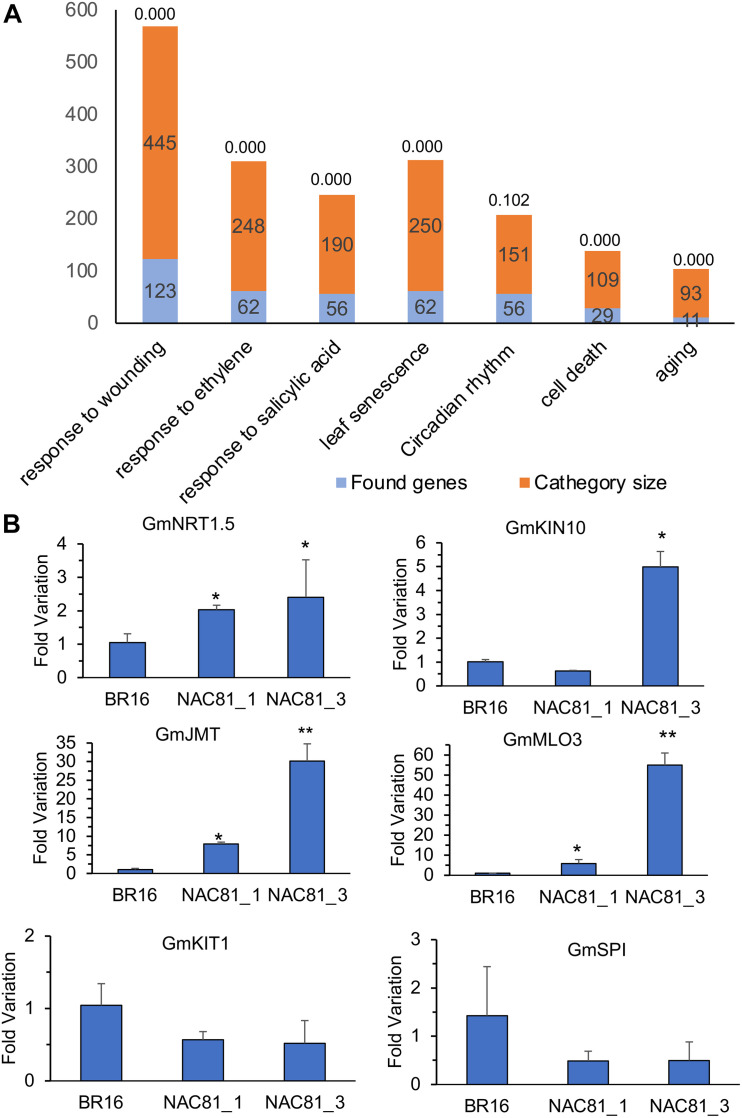
**(A)** Enrichment analysis of differentially expressed genes by *GmNAC81* overexpression [GmNAC81 (20DAG)–BR16 (20 DAG)] in their respective category of senescence-related GO terms. **(B)** Expression of candidate genes in soybean plants at 20 DAG. The accumulation of transcripts was determined by RT-qPCR (mean ± standard error). The Unknown 2 gene was used as an endogenous control to determine the Fold variation (2^–ΔΔ*Ct*^) of the respective genes *GmJMT*, *GmMLO3*, *GmKIN10*, *GmNRT1.5*, *GmSPI*, and *GmKIT1*. Significant results are indicated by *P < 0.05, **P < 0.01 compared to control (BR16).

Under the leaf senescence-enriched class, we selected a subset of induced and repressed genes for confirmatory analysis of gene expression by RT-qPCR (Supplementary Table S3). 

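Under leaf senescence, Supplementary Table S2 lists 63 loci, of which 47 were higher and 16 lower in GmNAC81-3 V3 than in BR16 V3 and 8 were called, 7 higher and 1 lower. Adjusted over the list alone, 18 had an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), a count that is not independent evidence since the study chose the list on these libraries. Leaving out 1 library moved the number called from 1 without BR16 V3 replicate 3 to 12 without GmNAC81-3 V3 replicate 1. Under wounding, 121 of 123 listed loci were tested, 62 higher and 59 lower, and 11 were called, which became 1 without BR16 V3 replicate 3 and 22 without BR16 V3 replicate 1.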

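Among the loci of NRT1.5, KIN10 and JMT in Supplementary Table S3, KIN10 (Glyma.08G240400) rose from 0.645 ± 0.225 CPM in BR16 V3 to 3.82 ± 2.42 CPM in GmNAC81-3 V3 (SD, n = 3 each). Its log2 fold change was 2.55 (standard error 0.45, adjusted p = 0.0144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each GmNAC81-3 library lay above each BR16 library. The call was lost without BR16 V3 replicate 3 (log2 fold change 2.45, adjusted p = 0.0796, same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and without GmNAC81-3 V3 replicate 2 (2.04, adjusted p = 0.0562). It was also lost in a fit of the 2 groups alone (adjusted p = 0.101, same test). KIN10 rose in senescence of BR16 as well, by 3.84 on the log2 scale (adjusted p = 7.28e-05, edgeR quasi-likelihood, Benjamini-Hochberg). JMT (Glyma.14G072300) had 14, 14 and 4 counts in the BR16 V3 libraries and 66, 36 and 56 in those of GmNAC81-3 V3. This gave a log2 fold change of 3.52 (standard error 0.57, adjusted p = 0.00972, edgeR quasi-likelihood, Benjamini-Hochberg), which lost its call without BR16 V3 replicate 3 (3.16, adjusted p = 0.0552). A fit of the 2 groups alone also took the call of JMT (adjusted p = 0.0562, same test). The R6 libraries of BR16 had 4, 2 and 4 counts, and in senescence the log2 fold change of JMT was -2.09 (standard error 0.66, adjusted p = 0.0226, edgeR quasi-likelihood, Benjamini-Hochberg), a call lost without BR16 V3 replicate 1 or 2 and without BR16 R6 replicate 1 or 2 (adjusted p from 0.0542 to 0.0819). NRT1.5 (Glyma.09G237600) had 4, 8 and 6 counts in BR16 V3 and 70, 4 and 2 in GmNAC81-3 V3. Its log2 fold change of 3.23 (standard error 0.97, adjusted p = 0.0781, edgeR quasi-likelihood, Benjamini-Hochberg) rested on GmNAC81-3 V3 replicate 1, without which it was 0.33, and it passed the threshold without GmNAC81-3 V3 replicate 3 (3.77, adjusted p = 0.0325). NRT1.5 also rose in senescence of BR16, by 4.00 on the log2 scale (adjusted p = 0.00525, edgeR quasi-likelihood, Benjamini-Hochberg). The other loci that Supplementary Table S2 names NRT1.5, Glyma.05G070600, Glyma.17G153300 and Glyma.18G260000, had log2 fold changes of 1.23, 1.40 and 1.18 at V3 with adjusted p of 0.0967, 0.166 and 0.249 (edgeR quasi-likelihood, Benjamini-Hochberg), and the first of them was called with DESeq2 and, chosen after seeing the data, in the V3 libraries alone with the replicate number as a block (adjusted p = 0.0306).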

The upregulated senescence-associated genes included *NTR1.5* (Nitrate Transporter 1.5), *KIN10*, a catalytic subunit of SnRK1 (sucrose non-fermenting 1-related kinase 1 homolog 10) (Kim et al., 2016), *MLO3* (seven-transmembrane domain mildew resistance locus O3 protein (Piffanelli et al., 2002), and the wounding-induced *JMT* (Jasmonate O-methyltransferase) (Turner et al., 2002). NTR1.5 is a transmembrane protein responsible for nitrate transport, strongly induced by leaf senescence (Diaz et al., 2005, 2008; Fan et al., 2009). The selected KIN10 interacts directly and phosphorylates ETHYLENE INSENSITIVE 3, destabilizing an essential TF involved in ethylene signaling and senescence (Kim et al., 2016). Therefore, KIN10 negatively regulates ethylene signaling and hence may explain at least in part the massive downregulation of ethylene-responsive genes as a result of *GmNAC81* overexpression (Supplementary Table S2). In particular, *MLO3* was strongly induced by *GmNAC81* overexpression at 20 DAG and natural leaf senescence. 

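The ethylene terms of Supplementary Table S2 hold 62 loci, of which 43 were higher and 19 lower in GmNAC81-3 V3 than in BR16 V3. In every setting, other scalings included, between 42 and 44 were higher and between 15 and 19 lower. The table itself lists 43 as higher and 19 as lower. Of these loci 7 were called, 4 higher and 3 lower, a number that was 1 without BR16 V3 replicate 2 and 8, 1 higher and 7 lower, without BR16 V3 replicate 1. DESeq2 called 6 higher and 9 lower. Adjusted over the list alone, 36 had an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), on a list that the study drew from these same libraries and that therefore gives no independent evidence.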

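MLO3 (Glyma.19G179900) had 0 counts in the 3 BR16 V3 libraries and 26, 2 and 4 counts in those of GmNAC81-3 V3, at least 7.91-fold higher (adjusted p = 0.0273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without BR16 V3 replicate 2 (adjusted p = 0.0843, edgeR quasi-likelihood, Benjamini-Hochberg) or replicate 3 (0.0916). Most of these counts came from GmNAC81-3 V3 replicate 1, and the others lay at or near 3 counts, the level below which no fold change is given: without that library the bound was 2.45-fold. In BR16 R6 the gene was at least 36.9-fold higher than in BR16 V3 (adjusted p = 0.000281, edgeR quasi-likelihood, Benjamini-Hochberg). A second locus listed as MLO3, Glyma.03G179200, had a log2 fold change of 3.48 at V3 (adjusted p = 0.0356, edgeR quasi-likelihood, Benjamini-Hochberg), and of 1.15 in senescence (adjusted p = 0.242). Its call at V3 was lost without BR16 V3 replicate 2 or 3, BR16 R6 replicate 1 or 3, GmNAC81-3 V3 replicate 2 or GmNAC81-3 R6 replicate 1 (adjusted p up to 0.121, edgeR quasi-likelihood, Benjamini-Hochberg), and without BR16 V3 replicate 1 it was called in senescence (3.31). A fit of the 2 groups alone also took the call of Glyma.03G179200 at V3 (adjusted p = 0.136, same test).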

MLO3 belongs to the plant-specific Mlo family of proteins with seven transmembrane segments and modulates defense- and environmentally induced cell death (Devoto et al., 1999; Piffanelli et al., 2002). The wounding-induced JMT promotes JA methylation to the activated form MeJA (Turner et al., 2002) and accelerates leaf senescence (Chena et al., 2017).

Among the downregulated genes, we selected *KIT1* (Kunitz trypsin inhibitor 1), induced by wounding and involved in programmed cell death (PCD) (Li et al., 2008, 2012) and *SPI* (serine protease inhibitor), a regulator of PCD (Clemente et al., 2019). 

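KIT1 (Glyma.08G235400) had 6, 2816 and 6 counts in the BR16 V3 libraries and 0, 0 and 2 in those of GmNAC81-3 V3. It was at least 112-fold lower in GmNAC81-3 V3, with an adjusted p of 0.0624 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Almost all counts came from BR16 V3 replicate 2, without which the bound was 1.08-fold. The locus passed the threshold without BR16 V3 replicate 1 (adjusted p = 0.0235, edgeR quasi-likelihood, Benjamini-Hochberg). In senescence of BR16 its log2 fold change was -4.23 (adjusted p = 0.0480, edgeR quasi-likelihood, Benjamini-Hochberg). Without BR16 V3 replicate 2 it reversed to 2.67 and was called as higher (adjusted p = 0.00733, same test). The call as lower was kept only without BR16 V3 replicate 1 or 3. Without any 1 of the BR16 R6 or GmNAC81-3 libraries the adjusted p was up to 0.133. It was 0.484 with the replicate number as a block and 0.123 in a fit of the 2 groups alone (edgeR quasi-likelihood, Benjamini-Hochberg). SPI (Glyma.10G184700) had 1, 645 and 2 counts in BR16 V3, 0, 2 and 0 in GmNAC81-3 V3 and 0, 2 and 1 in BR16 R6, and it did not pass the expression filter. Against the limit it was at least 25.7-fold lower in GmNAC81-3 V3 and at least 84.3-fold lower in BR16 R6, and without BR16 V3 replicate 2 all groups were at or under 3 counts.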

The results of RT-qPCR confirmed the RNA-seq data. At 20 DAG, *NRT1.5*, *MLO3*, *JMT*, and *KIN10* genes were induced by enhanced expression of *GmNAC81*, whereas the *KIT1* and *SPI* genes were repressed (Figure 2B). The level of induction and repression of these representative genes correlated with transgene expression levels in the independently transformed lines GmNAC81–1 and GmNAC81–3 (Figure 1D). Furthermore, the promoters of the selected genes harbor variable numbers of GmNAC81 *cis*-regulatory elements [TGTG(TGC)]. The positions of GmNAC81 binding sites on the respective promoter and probability against random genomic sequences are shown in Supplementary Table S4. There are five repetitions of the GmNAC81 DNA binding site on the 5′ flanking sequences of NTR1.5 with a probability of 0.004 against random genomic sequence, indicating that *NTR1.5* is a potential target of GmNAC81. KIN10 promoter harbors three repetitions, MLO3 and KIT1 promoters, two repetitions. MLO3 and JMT promoters contain one single GmNAC81 binding site. Collectively, these data suggest that the selected senescence-related genes are potential targets of GmNAC81.

### *GmNAC81* Overexpression Increases Sensitivity to Drought Tolerance

The negative modulation of the DCD/NRP-mediated cell death signaling enhances tolerance to drought (Carvalho et al., 2014a; Reis et al., 2016). Ectopic expression of the molecular chaperone binding protein (BiP) inhibits the expression and activity of NRPs, GmNAC81, and VPE and confer drought tolerance (Valente et al., 2009; Reis et al., 2011; Carvalho et al., 2014a). These previous results raised the hypothesis that mechanisms underlying drought tolerance may be associated with leaf longevity. To further examine this hypothesis, the *GmNAC81*-overexpressing lines, GmNAC81–1 and GmNAC81–3 at the developmental stage V3, were exposed to a progressive reduction of irrigation for 20 days. Under these dehydration conditions, BR16 and the transgenic lines GmNAC81–1 and GmNAC81–3 maintained similar water potential until the 12th day of water deprivation (Figure 3A). After 12 days, however, the leaf water potential decreased to a different extent in BR16 and the transgenic lines, resulting in accelerated leaf wilting in transgenic lines (Figure 3B). After 20 days under progressive dehydration, the leaf water potential of the stressed GmNAC81–3 line dropped to a maximum stress of −2.0 MPa, whereas the stressed GmNAC81–1 needed an additional day to reach this maximum stress. BR16 leaf water potential reached −2.0 MPa after 23 days of exposition to the restricted water regime. Under progressive dehydration, a clear difference in RWC between BR16 and transgenic (GmNAC81–1 and GmNAC81–3) leaves was observed at 17 days and persisted until 19 days after the treatment (Figure 3C). Collectively, these results indicate that, under progressive drought, *GmNAC81* overexpression enhances sensitivity to dehydration.

**FIGURE 3:**
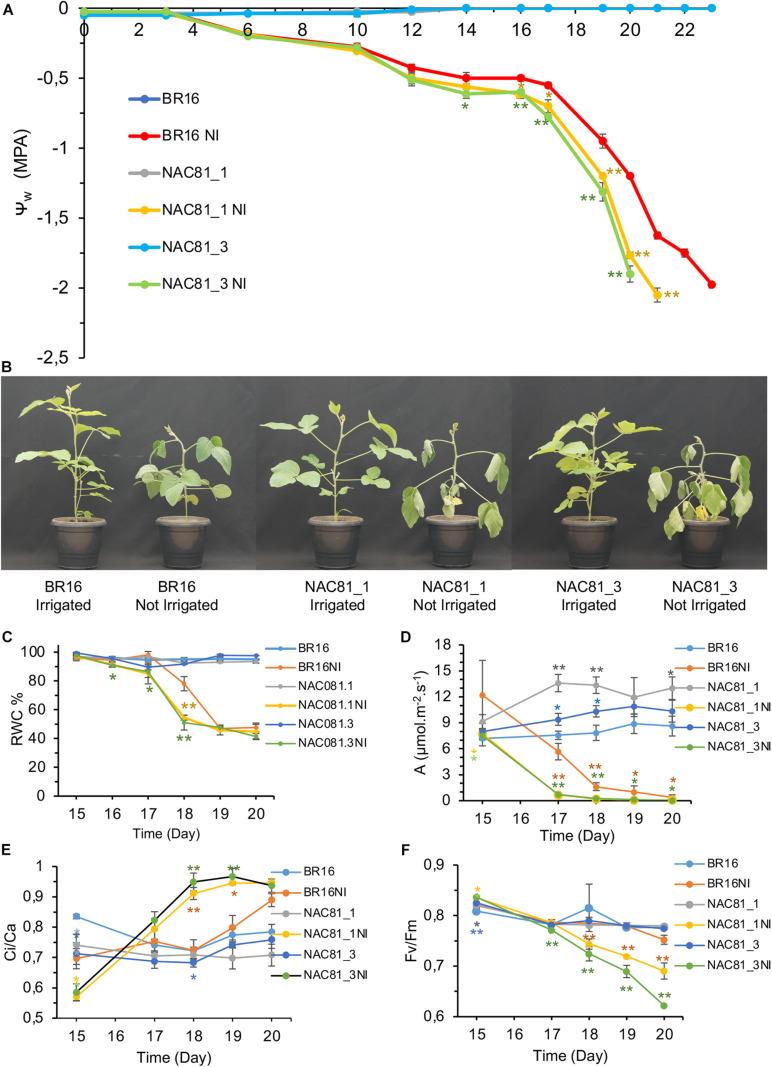
Soybeans plants in V3 stage submitted to a progressive water deficit regime. Drought stress was induced by a gradual reduction of the daily normal water supply. **(A)** Leaf water potential was measured with a Scholander pump over time. Numbers are days after the exposition to the water deficit regime. **(B)** Phenotype of soybean plants when the water potential reached −1.0 MPa in unirrigated BR16. **(C)** Relative water content of time. **(D)** Physiological parameters of gas exchange along the gradual drought stress Photosynthesis **(D,E)** Ci/Ca ratio. **(F)** Fluorescence physiological parameter, Fv/Fm ratio, throughout the gradual drought stress. The bars represent the standard error (*n* = 4). Significant results are indicated by *P < 0.05, **P < 0.01, compared to BR16 control lines. NI indicated not irrigated.

Under normal growth conditions, the photosynthetic rate (A) of transgenic lines was superior to that of BR16 (Figure 3D), which may explain the accelerated development of GmNAC81–1 and GmNAC81–3 lines (Pimenta et al., 2016). Accordingly, *GmNAC81* overexpression induced the expression of photosynthetic apparatus components (Supplementary Figure S5). We also showed that the precocious senescence of transgenic lines did not cause yield loss, which may be explained by the higher photosynthetic rate of the GmNAC81–1 and GmNAC81–3 lines. However, during progressive water deficit, the photosynthetic rate decline was more pronounced in the GmNAC81–1 and GmNAC81–3 lines compared to BR16, dropping to zero at 17 days in the transgenic lines but not until 20 days in BR16 (Figure 3D). The declines in stomatal conductance (gs) and transpiration rate (E) paralleled that of the photosynthetic rate (Supplementary Figures S6A,B). Therefore, under drought, the alterations in photosynthesis and transpiration rates may have been a direct result of stomatal closure, which occurred more rapidly in the transgenic lines; therefore, the mechanism for GmNAC81-mediated enhanced sensitivity to dehydration may not be associated with a failure in drought-induced stomatal closure.

Despite continuous stomatal closure during the progressive water deficit, the Ci/Ca ratio was higher in the *GmNAC81*-overexpressing lines than in the wild-type, indicating less CO_2_ fixation in the transgenic lines (Figure 3E). Only at 20 days of stress, the Ci/Ca ratio of BR16 was similar to that of the transgenic lines. During progressive water deprivation, the carboxylation efficiency (A/Ci ratio) was reduced more drastically in *GmNAC81*-overexpressing lines than in BR16 (Supplementary Figure S6C). Collectively, these results suggest that the more accentuated reduction in the CO_2_ assimilation rate in the *GmNAC081*-overexpressing lines during leaf dehydration might have been caused by biochemical damage of the photosynthetic apparatus.

The instantaneous water-use efficiency (A/E) progressively declined during the water deficit in both BR16 and transgenic lines, although to a different extent (Supplementary Figure S6D). A/E declined more rapidly and accentually in *GmNAC81*-overexpressing lines than in BR16, which maintained a superior A/E during all stress periods. The intrinsic water-use efficiency (A/gs) displayed the same trend as A/E (Supplementary Figure S6E). The photosynthetic activity of the soybean lines was also evaluated by measuring the maximum photochemical efficiency of PSII (Fv/Fm) (Figure 3F) and the electron transport rate (ETR) (Supplementary Figure S6F). Fv/Fm and ETR progressively declined during the water deficit regime, although significantly more in stressed GmNAC81–1 and GmNAC81–3 leaves than in stressed BR16 leaves. These results reflect a higher degree of drought-induced stress in the transgenic lines.

Consistent with the enhanced drought susceptibility phenotype of GmNAC81–3, photosynthetic pigments, including chlorophyll *a*, chlorophyll *b*, and carotenoids, were more affected by water deficit in the GmNAC81–3 leaves than in GmNAC81–1 followed by BR16 (Figures 4A–C). Likewise, the extent of lipid peroxidation measured by the level of TBA-reactive compounds was higher in stressed GmNAC81–3 leaves than in stressed GmNAC81–1 and BR16 leaves (Figure 4D). These results correlated with the expression level of the GmNAC81, leaf gas-exchange data, and chlorophyll-fluorescence parameters. Furthermore, they confirmed that GmNAC81 is a negative modulator of drought tolerance.

**FIGURE 4:**
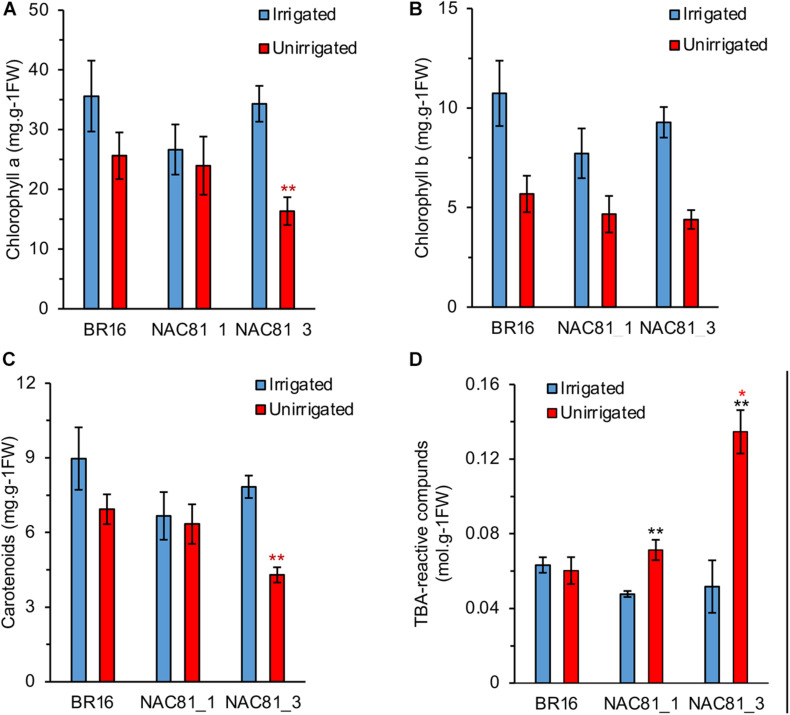
Pigment contents in drought-stressed soybeans plants. **(A)** Chlorophyll *a*. **(B)** Chlorophyll *b*. **(C)** Carotenoids. **(D)** Thiobarbituric acid-reactive compounds. The bars represent the standard error (*n* = 4). Significant results are indicated by *P < 0.05, **P < 0.01. The colored asterisks indicate the significantly different GmNAC81 line compared to BR16. The black asterisks indicate significant difference between treatments of same genotype.

As GmNAC81 is a downstream component of the multiple stress-induced DCD/NRP-mediated cell death response, the primary hypothesis was that GmNAC81 promotes susceptibility to drought due to its capacity to accelerate cell death induced by multiple stresses. We showed that GmNAC81 targets senescence-associated genes and accelerates senescence. These senescence-associated GmNAC81-regulated genes were common to the contrast GmNAC81_20DAG vs. BR16_20DAG and BR1_80DAG vs. BR16_20DAG. 

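For the contrast of GmNAC81-3 V3 with BR16 V3, Supplementary Table S5 lists 54 drought-related loci, of which 53 were tested. Of these, 13 were called at V3, 4 higher and 9 lower. Adjusted over the list alone, 34 had an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), a count that is not independent evidence, as the study selected the list on these libraries. Between 3 loci (without BR16 V3 replicate 3) and 20 loci (without BR16 V3 replicate 1) were called with each library left out, 31 with DESeq2, and 0 in a fit of the 2 groups alone, where 33 had an unadjusted p under 0.05. In senescence of BR16, 24 of the 53 loci were called, 10 of them in the direction that the table lists for V3.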

To examine whether GmNAC81 would also be directly involved in drought tolerance by targeting typical drought-responsive genes, we analyzed differentially expressed genes exclusively present in the contrast GmNAC81_20DAG vs. BR16_20DAG (Supplementary Table S5). Under normal growth conditions, the *GmNAC81* overexpression predominantly promoted the downregulation of drought-responsive genes. 

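The table lists 12 of the 54 loci as higher and 42 as lower in GmNAC81-3 V3, and the 53 tested loci all changed in the listed direction, 11 higher and 42 lower. With each library left out in turn, between 41 and 44 of them were lower. With at least 10 counts in every library, which left 27 of the loci, 20 were lower.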

Among GmNAC81-repressed drought-responsive genes, we found major players in typical drought response. These include *PDR12* (AtPDR12)/ABCG40 (pleiotropic drug resistance transporter), which encodes a plasma membrane transporter that promotes ABA uptake (Kang et al., 2010), genes encoding aquaporins involved in water transport regulation in plant cells, such as PIP2A plasma membrane intrinsic protein 2A and TMP-C, plasma membrane intrinsic protein 1. Furthermore, GmNAC81 downregulated *CBF4*, a member of the DREB A-1 subfamily of TFs belonging to the ERF/AP2 family (Haake et al., 2002; Guttikonda et al., 2014). These results suggest that the drought sensitivity phenotype of *GmNAC81*-overexpressing lines may be associated not only with the GmNAC81 positive regulation of cell death and leaf senescence but also with the capacity of GmNAC81 to repress essential genes involved in the assembly of a drought-tolerant response.

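Of the PDR12 loci, Glyma.07G033500 fell from 27.9 ± 19.6 CPM in BR16 V3 to 0.764 ± 0.165 CPM in GmNAC81-3 V3 (SD, n = 3 each), a log2 fold change of -5.19 (standard error 0.68, adjusted p = 0.00400 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), called also without any 1 library. Its call was lost in a fit of the 2 groups alone (adjusted p = 0.0571, same test). Glyma.15G012000 changed by -2.62 (standard error 0.89, adjusted p = 0.110, edgeR quasi-likelihood, Benjamini-Hochberg), and was called with DESeq2 (adjusted p = 0.0186, with up to 0.211 over the alternatives set in advance that used all libraries) and without BR16 V3 replicate 1 (-3.17, adjusted p = 0.0215). Glyma.03G168000, with 16, 367 and 21 counts in the BR16 V3 libraries, changed by -2.36 (standard error 1.07, adjusted p = 0.211, edgeR quasi-likelihood, Benjamini-Hochberg) and by 0.16 without BR16 V3 replicate 2. Glyma.13G361900 changed by -0.94 and Glyma.03G168200 by 1.26, with adjusted p of 0.0941 and 0.169 (edgeR quasi-likelihood, Benjamini-Hochberg), and Glyma.13G362000 and Glyma.14G127800 changed by 0.75 and 0.95 without a call. The V3 libraries alone with the replicate number as a block, chosen after seeing the data, called Glyma.03G168200 (adjusted p = 0.0490, edgeR quasi-likelihood, Benjamini-Hochberg). PIP2A (Glyma.03G180900) was lower in each GmNAC81-3 library, at 0.498 ± 0.318 CPM against 1.40 ± 0.434 CPM (SD, n = 3 each), and TMP-C (Glyma.05G208700) likewise, at 0.528 ± 0.458 against 3.10 ± 2.51 CPM (SD, n = 3 each). Their log2 fold changes of -1.50 (standard error 0.49) and -2.52 (standard error 0.75) missed the threshold with adjusted p of 0.0996 and 0.0760 (edgeR quasi-likelihood, Benjamini-Hochberg). DESeq2 called both, with adjusted p of 0.0255 and 0.0248 (Benjamini-Hochberg), which over the alternatives set in advance that used all libraries reached 0.217 and 0.155, and TMP-C also passed without GmNAC81-3 V3 replicate 1 (-3.54, adjusted p = 0.0297). The same blocked fit called TMP-C (-2.59, adjusted p = 0.00899, edgeR quasi-likelihood, Benjamini-Hochberg) and not PIP2A (0.115). From these changes the paper proposes that GmNAC81 also acts on drought tolerance through drought-responsive genes.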

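CBF4 (Glyma.09G147200) reached 0.930 ± 0.327 CPM in GmNAC81-3 V3 and 1.51 ± 0.691 CPM in BR16 V3 (SD, n = 3 each). The log2 fold change was -0.71 (standard error 0.42, adjusted p = 0.336 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with overlapping libraries, and no setting called it.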

## Discussion

GmNAC81 is a downstream component of the multiple stress- and natural leaf senescence-induced DCD/NRP-mediated cell death signaling. Here, we further confirmed the essential role of GmNAC81 as a positive regulator of developmentally programmed leaf senescence and uncovered a GmNAC81 negative role in drought response. Indeed, *GmNAC81* overexpression in the early vegetative stage accelerated leaf senescence and increased sensitivity to drought. Our data confirmed that the GmNAC81/VPE regulatory circuit accounts at least in part for the enhanced drought sensitivity of plants via induced PCD but also showed that GmNAC81 might act directly to modulate negatively typical drought response.

The genome-wide identification of the transcriptional activity of GmNAC81 revealed that the underlying mechanism for GmNAC81-mediated senescence is not only associated with the caspase 1-like VPE function, but also with upregulation of functionally characterized senescence-associated genes. Among the differentially expressed genes mediated by *GmNAC81* overexpression in the early vegetative stage (20 DAG), 25.3% upregulated and 42.7% downregulated genes were common to the transcriptional landscape of natural leaf senescence. In addition to previously described GmNAC81 targets, we found an overrepresentation of differentially expressed genes under biological categories related to cell death, leaf senescence, JA, and SA signaling. GmNAC81-regulated expression of six genes, *JMT*, *MLO3*, *NRT1.5*, *KIN10*, *KIT1*, and *SPI*, which function in leaf senescence, was further validated by RT-qPCR. These senescence-associated genes harbor GmNAC81 DNA binding sites [TGTG(TGC)] on their promoter, substantiating the argument that they may be direct targets for GmNAC81 control.

GmNAC81 also functions as a transcriptional repressor (Mendes et al., 2013), contributing to its positive function in leaf senescence. Approximately 43% of downregulated genes by GmNAC81 overexpression at 20 DAG were also downregulated by natural leaf senescence. PCD not only requires the activation of proteases, as pro-apoptotic factors but also the coordinate suppression of protease inhibitors to modulate the progress of cell death. As protease inhibitors and negative modulators of cell death during plant development and senescence, *KIT1* (Li et al., 2008) and *STI* (Clemente et al., 2019) were highly repressed by the *GmNAC81* overexpression at 20 DAG. Therefore, GmNAC81 not only directly targets VPE, as previously characterized (Mendes et al., 2013; Carvalho et al., 2014b), but also induces functionally described SAGs and suppresses inhibitors of leaf senescence, as potential direct targets.

In addition to accelerating leaf senescence, we provided several lines of evidence that GmNAC81 enhances sensitivity to water dehydration. First, under progressive water deficit, the GmNAC81-overexpressing lines, GmNAC81–1 and GmNAC81–3, maintained a lower leaf Ψw and RWC than the control, BR16. Second, progressive drought damaged the photosynthetic apparatus of the transgenic lines more rapidly than the control BR16. Accordingly, the photosynthesis rate, transpiration rate, and stomatal conductance declines were more pronounced in the transgenic lines, which displayed higher Ci/Ca and lower Fv/Fm ratios than BR16. Third, drought-induced pigment loss, including chlorophyll and carotenoids, and lipid peroxidation were higher in transgenic lines than in BR16, confirming that drought-induced cell death was enhanced in transgenic lines, which was consistent with the *GmNAC81*-induced transcriptome. These results also confirmed the hypothesis that modulation of the NRP-mediated cell death signaling is linked to drought response modulation. While ectopic expression of a negative modulator of this cell death signaling confers drought tolerance (Valente et al., 2009; Reis et al., 2011; Carvalho et al., 2014a), we showed here that overexpression of the positive regulator *GmNAC81* enhanced drought sensitivity.

Our results also indicated that cell death and other typical drought tolerance mechanisms might operate under the negative control of GmNAC81. Accordingly, drought-responsive genes were overrepresented in the set of genes specifically down-regulated by *GmNAC81* overexpression but not by leaf senescence. This set of genes uncouples GmNAC81-mediated leaf senescence from GmNAC81-mediated drought response. Among the GmNAC81 specifically down-regulated genes, we found classical TFs involved in drought response, including *CBF4*, a member of the DREB A-1 subfamily of the ERF/AP2 family (Haake et al., 2002; Guttikonda et al., 2014). 

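In senescence of BR16, CBF4 (Glyma.09G147200) had a log2 fold change of -0.33 (adjusted p = 0.538 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which became 0.0234 without BR16 V3 replicate 2.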

CBF4 is a critical regulator of gene expression during drought adaptation and is induced by drought in an abscisic acid (ABA)-dependent manner. The ATP-binding cassette (ABC) transporter pleiotropic drug resistance transporter *PDR12* (AtPDR12)/ABCG40, a plasma membrane ABA uptake transporter, was also repressed in *GmNAC81*-overexpressing V3 leaves but not during the onset of leaf senescence (R6 leaves). 

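Between R6 and V3 in BR16, the PDR12 locus Glyma.07G033500 fell to 0.538 ± 0.119 CPM (SD, n = 3), a log2 fold change of -5.69 (adjusted p = 5.94e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The locus Glyma.03G168200 fell by 3.81 on the log2 scale, Glyma.13G361900 rose by 3.46 (adjusted p = 1.36e-05, edgeR quasi-likelihood, Benjamini-Hochberg), and Glyma.15G012000 changed by 1.52 without passing the threshold (adjusted p = 0.165). Glyma.03G168000 changed by -2.46 (adjusted p = 0.0670, edgeR quasi-likelihood, Benjamini-Hochberg) and by 0.0641 without BR16 V3 replicate 2, and it was called with DESeq2 and without BR16 V3 replicate 1 (-2.96) or replicate 3 (-2.94). The PDR12 locus Glyma.14G127800 changed by -5.61.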

Inactivation of *PDR12* in tobacco cells impairs ABA uptake and delays ABA-responsive genes (Kang et al., 2010). 

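Among the loci of ZAT10, Glyma.06G045400 had a log2 fold change of -2.52 between GmNAC81-3 V3 and BR16 V3 (standard error 0.86, adjusted p = 0.110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Glyma.04G044900 of -0.87 (standard error 0.62, adjusted p = 0.420). The former was called with DESeq2 (adjusted p = 0.0209, Benjamini-Hochberg, with up to 0.1999 over the alternatives set in advance that used all libraries) and without BR16 V3 replicate 1 (-3.03, adjusted p = 0.0315, edgeR quasi-likelihood). It was also called in the V3 libraries alone with the replicate number as a block, chosen after seeing the data (-2.42, adjusted p = 0.00899, edgeR quasi-likelihood, Benjamini-Hochberg). Both rose in senescence of BR16, by 3.21 (adjusted p = 0.00762, edgeR quasi-likelihood, Benjamini-Hochberg) and 4.31 (adjusted p = 0.000288) on the log2 scale.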

The Zinc finger protein *ZAT10* was found to be specifically downregulated by *GmNAC81* overexpression in V3 leaves. ZAT10 functions as both transcriptional activator and repressor involved in abiotic stress responses (Mittler et al., 2006); it controls the expression of the stress-responsive genes *DREB1A* and *LTI78*. Likewise, the regulators of ABA signaling, *AtHD2C* and *OST1*, were specifically downregulated in *GmNAC81*-overexpressing V3 leaves. 

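HD2C (Glyma.12G084700) fell from 4.28 ± 0.929 CPM in BR16 V3 to 1.56 ± 0.826 CPM in GmNAC81-3 V3 (SD, n = 3 each), a log2 fold change of -1.45 (standard error 0.31, adjusted p = 0.0297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without BR16 V3 replicate 2 or 3 and without GmNAC81-3 V3 replicate 2 or 3, with adjusted p from 0.0506 to 0.118 (edgeR quasi-likelihood, Benjamini-Hochberg). A second HD2C locus, Glyma.12G181400, changed by -1.20 (standard error 0.27, adjusted p = 0.0326, edgeR quasi-likelihood, Benjamini-Hochberg), called in the V3 libraries alone with the replicate number as a block, chosen after seeing the data (adjusted p = 0.0375), but not with that block over all libraries nor without BR16 V3 replicate 2 or 3, BR16 R6 replicate 1 or GmNAC81-3 V3 replicate 2 or 3 (adjusted p from 0.0539 to 0.127). Another HD2C locus, Glyma.13G319500, changed by -1.38 (standard error 0.37) and missed the threshold with an adjusted p of 0.0555 (edgeR quasi-likelihood, Benjamini-Hochberg), but it was called with DESeq2, with at least 10 counts in every library, in the same blocked fit of the V3 libraries (-1.48, adjusted p = 0.0402), without GmNAC81-3 V3 replicate 1 (-1.89) and without GmNAC81-3 R6 replicate 3. OST1 (Glyma.11G038800) fell from 2.82 ± 0.0805 to 0.938 ± 0.376 CPM (SD, n = 3 each), a log2 fold change of -1.58 (standard error 0.28, adjusted p = 0.0133, edgeR quasi-likelihood, Benjamini-Hochberg) that lost its call without BR16 V3 replicate 3 (-1.60, adjusted p = 0.0610). A fit of the 2 groups alone took the V3 calls of Glyma.12G084700 (adjusted p = 0.134, same test), Glyma.12G181400 (0.104) and OST1 (0.0939). In senescence of BR16, Glyma.12G084700 rose by 1.03 on the log2 scale (adjusted p = 0.0143, edgeR quasi-likelihood, Benjamini-Hochberg), a call lost without BR16 V3 replicate 2 (0.86, adjusted p = 0.0546) and without BR16 R6 replicate 1 (0.96), and OST1 rose by 0.99 (adjusted p = 0.00792), just under the limit of fold change, and was called without BR16 V3 replicate 2 (1.01) or BR16 R6 replicate 2 (1.08). A second OST1 locus, Glyma.01G204200, changed by -1.22 at V3 (adjusted p = 0.0731, edgeR quasi-likelihood, Benjamini-Hochberg) and was called with DESeq2.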

As a functional drought-responsive gene, *AtHD2C* overexpression in Arabidopsis affects the expression of several ABA-responsive genes and enhances tolerance to salt and drought stresses (Sridha and Wu, 2006). OST1 is an ABA-activated protein kinase, which regulates stomatal closure by ABA but does not affect stomatal regulation by light and CO2, implicating OST1 specifically in ABA signaling (Mustilli et al., 2002). Collectively, these data suggest that GmNAC81 directly modulates drought tolerance by controlling critical regulators of ABA signaling. These results implicate the GmNAC81 regulatory function as a convergent link between stress-induced cell death signals and drought responses.

## Data Availability Statement

The datasets generated for this study can be found in the online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

DF performed most of the experiments, analyzed the data, and wrote the first draft of the manuscript. OF performed the RT-qPCR. MP designed and assisted the drought stress experiments. HC assisted the drought stress experiments. JM and PC performed the RT-qPCR and carried-out RNA-seq. OB performed the bioinformatic and RNA-seq analysis. IQ performed the RT-qPCR of transgenic lines. PR designed the experiments. EF designed the experiments, analyzed the data, and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: GmNAC81 Inversely Modulates Leaf Senescence and Drought Tolerance
**Source:** Front Genet. 2020 Nov 24;11:601876. doi: 10.3389/fgene.2020.601876
**Supplement:** Supplementary Figure 1 — DAB staining of leaves at 80 DG and yield components of GmNAC81–1, GmNAC81–3, and BR16 plants.

**Supplementary Figure S1**. DAB staining of leaves at 80 DAG and yield components of GmNAC81-1, GmNAC81-3 and BR16 plants. **(A)** Hydrogen peroxide accumulation in 80 DAG soybean leaves stained with DAB. **(B)** Yield components of soybean plants in the first growing season of experiments: number of pods per plant, number of seeds per pod and the weight of 1000 grains. **(C)** Yield components of soybean plants in the second growing season: number of pods per plant, number of seeds per pod and the weight of 1000 grains. Different letters indicate significantly different means among the genotypes (Tukey test *P* < 0.05).

**Supplementary Figure S2**. GmNAC81-mediated variation in the expression of senescence-related genes. **(A)** Hierarchical grouping of expression data of soybean genotype in different DAGs, using the WARD method and by correlation distance. **(B)** Genes upregulated in the contrasts [GmNAC81 (20DAG) -BR16(20DAG)] x [BR16(80DAG) – BR16(20DAG)]. **(C)** Genes downregulated in the contrasts [GmNAC81 (20DAG) -BR16(20DAG)] x [BR16(80DAG) – BR16(20DAG)].

**Supplementary Figure S3**. Leaf senescence induces the expression of DCD/NRP-mediated programmed cell death signaling pathway. **(A)** Differential expression of the signaling pathway components induced by natural senescence [BR16 (80DAG) – BR16 (20DAG)]. **(B)** Differential expression of the signaling pathway components induced by natural senescence in plants overexpressing GmNAC81 [GmNAC81 (80DAG) – GmNAC81 (20DAG)]. **(C)** Differential expression of the signaling pathway components induced by GmNAC081 expression at 20 DAG [GmNAC81 (20DAG) - BR16 (20DAG)]. The red indicates the genes downregulated and the green genes upregulated. **(D)** GmNAC81 targeted genes differentially expressed in the contrast GmNAC81_20DAG(V3) vs BR16_20DAG(V3).

**Supplementary Figure S4**. Phylogenetic tree of the SNAC-A subfamily (ATAF) of the NAC family. The amino acid sequences of similar proteins to GmNAC30 were obtained from the TAIR (http://arabidopsis.org/) or Phytozome v12.1 database and aligned using the MUSCLE program. The phylogenetic tree was built using Bayesian inference performed with MrBayes v3.2.2 with the mixed amino acid substitution model (Jones). The analyzes were carried out with 10,000,000 generations and excluding the first 2,500,000 generations as burn-in. The soybean NACs genes are represented in blue and Arabidopsis genes in red. The background colors demarcate clades formed by counterparts to GmNAC30. The external lines in red and blue demarcate the subgroup SNAC-A and SNAC-B (out-group), respectively. The species represented are *Arabidopsis thaliana*, *Solanum lycopercicum*, *Oryza sativa*, *Zea mays*, *Phaseolus vulgaris*, *Vitis vinífera*, *Gossypium raimondii*, *Eucalyptus grandis*, *Sorghum bicolor*, *Nicotiana benthamiana* and *Glycine max*.

**Supplementary Figure S5**. GmNAC081-mediated differential expression of the photosynthetic apparatus components, [GmNAC081 (20DAG) x BR16 (20DAG)]. Green indicates genes upregulated and red, genes downregulated.

**Supplementary Figure S6**. Physiological parameters of gas exchange during progressive drought stress. **(A)** Transpiratory ratio, **(B)** Stomatal conductance, **(C)** Carboxylation efficiency **(D)** Instantaneous water-use efficiency, and **(E)** Intrinsic water-use efficiency. Fluorescence physiological parameters during progressive drought stress **(F)** Electron transport rate. The bars represent the standard error (n = 4). Significant results are indicated by ∗*P* < 0.05, ∗∗*P* < 0.01. The colored asterisks match to the GmNAC81 line compared to BR16. NI indicated not irrigated.

# Supplementary material for: GmNAC81 Inversely Modulates Leaf Senescence and Drought Tolerance
**Source:** Front Genet. 2020 Nov 24;11:601876. doi: 10.3389/fgene.2020.601876
**Supplement:** Supplementary Table 1 — Enrichment analysis of genes differentially expressed [35S:GmNAC81 (20DAG)–BR16 (20 DAG)] related to senescence and the respective GO category.

Table S1 - Enrichment analysis of genes differentially expressed [35S:GmNAC81 (20DAG) - BR16 (20 DAG)] related to senescence and the respective GO category.

| GO | Number found | Number in the group | *P-value* FDR |
| --- | --- | --- | --- |
| GO:0006624 vacuolar protein processing | 4 | 14 | 0.098 |
| GO:0007568 aging | 11 | 93 | 0.000 |
| GO:0007623 Circadian rhythm | 56 | 151 | 0.102 |
| GO:0008219 cell death | 29 | 109 | 0.000 |
| GO:0009611 response to wounding | 123 | 445 | 0.000 |
| GO:0009723 response to ethylene | 62 | 248 | 0.000 |
| GO:0009751 response to salicylic acid | 56 | 190 | 0.000 |
| GO:0009835 fruit ripening | 7 | 35 | 0.002 |
| GO:0010150 leaf senescence | 62 | 250 | 0.000 |
| GO:0012501 programmed cell death | 13 | 46 | 0.020 |
| GO:1900055 regulation of leaf senescence | 2 | 4 | 0.444 |
| GO:1900056 negative regulation of leaf senescence | 6 | 33 | 0.001 |
| GO:1900057 positive regulation of leaf senescence | 3 | 6 | 0.506 |

Table S2 - Functional GO-based categorization of senescence related genes, differentially expressed in the contrast GmNAC081 (20 DAG) – BR16 (20 DAG).

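The table gives, for each locus, a symbol and the log2 fold change that the authors computed between GmNAC81-3 V3 and BR16 V3. Together with Supplementary Table S5 it names 395 loci, of which 3 did not pass the expression filter. At 386 of the others the log2 fold change had the sign the paper reports, and across these loci, which are not independent, it correlated with the paper's at Pearson r = 0.941, with a median absolute difference of 0.052. Of the tested loci, 51 had an adjusted p under 0.05 over all tested loci (edgeR quasi-likelihood, Benjamini-Hochberg), and 25 were called higher and 21 lower. With DESeq2, 154 of the 387 loci that received an adjusted p were under 0.05 (Benjamini-Hochberg).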

Table S3 - Examples of genes differentially expressed shared by [35S:GmNAC81 (20DAG) - BR16 (20DAG)] vs [BR16 (80 DAG) - BR16 (20DAG)].

| ID | 35S:GmNAC81 (20DAG) - BR16 (20DAG) | | BR16 (80 DAG) –  BR16 (20DAG) | | Description |
| --- | --- | --- | --- | --- | --- |
|  | log_2_FC | padj | log_2_FC | padj |  |
| Glyma.08G240400 | 2.30 | 0.000 | 3.51 | 0.000 | SNF1 kinase homolog 10 |
| Glyma.09G237600 | 3.32 | 0.000 | 4.10 | 0.000 | Nitrate transporter 1.5 |
| Glyma.14G072300 | 3.48 | 0.000 | 2.89 | 0.000 | Jasmonate O-methyltransferase |
| Glyma.19G179900 | 4.36 | 0.000 | 6.57 | 0.000 | Seven transmembrane MLO family protein |
| Glyma.08G235400 | -6.88 | 0.000 | -3.76 | 0.000 | Kunitz trypsin inhibitor 1 |
| Glyma.10G184700 | -5.17 | 0.000 | -5.11 | 0.000 | Serine protease inhibitor, |

Table S4 - Candidate targets of GmNAC081 harboring the binding site TGTG[T/G/C] in 5' flanking sequences.

| Gene | Locus | Frequency of TGTGT(TGC) | Distance from ATG | Probability |
| --- | --- | --- | --- | --- |
| MLO3 | Glyma.19G179900 | 2 | -367; -1977 | 0.1824 |
| JMT | Glyma.14G072300 | 1 | -316 | 0.4300 |
| NRT1.5 | Glyma.09G237600 | 5 | -1032; -1034; -1036; -1538; -1635 | 0.0039 |
| KIN10 | Glyma.08G240400 | 3 | - 793; -1254; -1906 | 0.0613 |
| KTI1 | Glyma.08G235400 | 2 | - 1179; -1817 | 0.1824 |
| SPI | Glyma.10G184700 | 1 | -1535 | 0.4300 |

Table S5 - Genes differentially expressed involved in drought stress between 35S:GmNAC81 and BR16 plants at 20 DAG.

Table S6 - List of oligonucleotides used in the qRT-PCR assays.

| Primer | Sequence (5’—3’) | Gene |
| --- | --- | --- |
| GM UKN2 F | GCCTCTGGATACCTGCTCAAG | Unknown 2 |
| GM UKN2 R | ACCTCCTCCTCAAACTCCTCTG |  |
| HELIC Fwd | TAACCCTAG CCCCTTCGC CT | HELICASE |
| HELIC Rvs | GCCTTGTCGTCTTCCTCCTCG |  |
| qRTGmNAC081 | CCA ACA AAA GCA CTT GTG GCA | GmNAC081 |
| qRTGmNAC081 | GGA CTA TTC AACTGA GCCCAAAAG |  |
| qRTGmMLO3Fwd | AGTGGCACAGATGGGTTCAG | MLO3 |
| qRTGmMLO3Rv | TCTTGGCTCCATTCTGAGGAC |  |
| qRTGmNRT1.5Fwd | AATGCACAAACACCTGATGG | NRT1.5 |
| qRTGmNRT1.5Rv | ATCCATCCTGGCATCTCATC |  |
| qRTGmJMTFwd | GGAAGGGTCATTCATTGTGG | JMT |
| qRTGmJMTRv | ATGGTCCTTGCAACTCGTTC |  |
| qRTGmKIN10Fwd | TTGATGTCTGGAGTTGTGGTG | KIN10 |
| qRTGmKIN10Rv | TGGCTCCAGGAGATAGATGG |  |
| qRTGmKIT1Fwd | TTGCCCTCAACGTTCAAGATG | KIT1 |
| qRTGmKIT1RV | TTCCACTCCTCGTGTCGTTC |  |
| qRTGmSPIFwd | GGCCTGAGCTAGTTGGAGTG | SPI |
| qRTGmSPIRv | CAATGTGGGGAACTTCCTTG |  |

# Supplementary material for: GmNAC81 Inversely Modulates Leaf Senescence and Drought Tolerance
**Source:** Front Genet. 2020 Nov 24;11:601876. doi: 10.3389/fgene.2020.601876
**Supplement:** Supplementary Methods — Detailed description of Materials and Methods.

**Supplementary Methods**

**Plant growth and PCR-based diagnostic of transgenic lines**

Soybean plants (*Glycine max* cv. BR16) transformed with the gene GmNAC81, strains NAC081-1, and NAC081-3, have been previously described (Pimenta et al., 2016). The transgenics lines were confirmed by PCR for gene insertion and RT-qPCR for transgene expression. The genomic DNA was isolated from 7-day leaves of soybean using CTAB extraction buffer 2% (w/v), 1.4 M NaCl, 100 mM Tris-HCl pH 8.0, 20 mM EDTA and ß-mercaptoethanol 0.2% (v/v), as described (Doyle and Doyle, 1987). PCR was performed using 50 ng of genomic DNA as a template, 0.5 μM of each of the 35AMVF – CCACTATCCTTCGCAAGAC and NAC6R – TCTCTCTCTTCCTCTAGTGCTCG primers and 0.25 U of GoTaq® DNA Polymerase Promega, in a final volume of 50 μL. The mixture was heated to 94 °C for 3 minutes, and PCR was conducted for 35 cycles (45s to 94 °C, 45s to 53 °C and 60s to 72 °C) with a final extension at 72 °C, for 10 min, using a C1000™ Thermal Cycler system (BIO-RAD). The PCR product was examined by electrophoresis on agarose gel 1% (w/v) stained with ethidium bromide 1μg/ml. Transgenic seedlings were transferred to 3-liter pots containing a mixture of soil, substrate, and sand (3: 1: 1) and grown in a greenhouse under natural conditions of light, relative humidity (65-85%) and temperature (15-35 °C).

**RNA extraction and cDNA synthesis**

Total RNA was isolated from leaves by the Trizol method, according to the manufacturer’s recommendations. The integrity of the RNA was verified by electrophoresis on a denaturing agarose gel 1.2% (w/v) stained with ethidium bromide 1μg/ml. The total RNA was treated with 1U of Rnase-free DNase. For cDNA synthesis, 3 μg of RNA, the enzyme M-MLV (Invitrogen) and oligo-dT reverse transcriptase were used, according to the manufacturer’s recommendations.

**Real-time RT-PCR assays (RT-qPCR)**

The real-time PCR procedures, including efficiency tests, validations, and experiments, were conducted following the information contained in the manuals provided by Applied Biosystems. The reactions were conducted on the ABI7500 Real-Time PCR Systems (Applied Biosystems) using SYBR® Green PCR Master Mix (Applied Biosystems). Gene expression was quantified using the comparative method of Ct:2^–∆Ct^ and 2^–∆∆Ct^. For the expression of gene GmNAC81, the gene Helicase was used as an endogenous control for the normalization of data. The Unknown2 gene was used as an endogenous control for data normalization for the differentially expressed genes (Hu et al., 2009; Hirschburger et al., 2015). The oligonucleotides used for RT-qPCR are listed in Supplementary Table S6.

**RNA-Sequencing experiment**

The plant material was obtained from the third leaf (counting up from the cotyledonary leaf) of three soybean plants for each of the treatments. The treatments were the two independent strains expressing GmNAC81 and, as a control, the cultivar BR16 (WT). Leaves were collected in two developmental stages of the plant, vegetative stage three (V3; 20 days after germination, DAG) and reproductive stage six (R6; 80 DAG). Each developmental stage comprised a set of nine libraries. Each set of nine libraries was placed in two lanes, thus constituting a replica of each set. In each plant, six discs of 0.9 cm in diameter were collected in liquid nitrogen and immediately stored at −80 ° C. The total RNA was extracted using the Trizol reagent (Invitrogen), according to the manufacturer’s recommendations, followed by precipitation with isopropanol. The total RNA was then treated with the DNAse enzyme to avoid DNA contamination. The integrity, quality, and quantity of RNA extracted were monitored using the Bioanalyzer 2100 (Agilent). The sequencing libraries' preparation was performed using the TruSeq® Stranded Sample Preparation and Illumina’s Low Sample (LS) Protocol. The samples were sequenced on 100bp paired-end reads. The sequencing of paired ends libraries was performed from cDNA, using the Illumina HiSeq2500 high mode and nine libraries/lane., which were placed in duplicates on different lanes.

**Analysis of differential gene expression using RNA-seq data**

The quality of sequences (reads) was determined using FASTQC (Andrews, 2010; <http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Then, the Sickle program (Joshi and Fass, 2011) was applied to remove low-quality sequences (Q <30). The resulting sequences were mapped using Bowtie 2 program (Langmead and Salzberg, 2012) in the soybean genome version Wm82.a2.v1 (Goodstein et al., 2012), Phytozome 12 database. The fragment count mapped in gene regions, carried out by the Rsubread package (Liao et al., 2013) present in Bioconductor/R, generated the count matrix per gene noted in the soybean genome. Differential expression was examined using DESeq2 package (Love et al., 2014). Log_2_.Fold Change > 1.0 or < - 1 and q-value ≤ 0.01 were used as the cutoff point. The quality test of the replicates related to the lanes and treatments was performed using the principal component analysis (PCA) and hierarchical grouping by the Ward method. Differentially expressed (DE) genes were stored using SQL tables in the PostgreSQL relational database ([http](https://www)://inctipp.bioagro.ufv.br/GmNac81_genome/), which listed corresponding log2FC (fold change) and p-values corrected by FDR (q-value) for all DE genes. The analyzes of gene ontology and enrichment of metabolic and signaling pathways were performed respectively by the packages Gostats (Falcon and Gentleman, 2007) and Pathview (Luo et al., 2013).

**Identification of candidate genes for direct targets of GmNAC81**

Differentially expressed genes were first confirmed by RT-qPCR. Then, 2000 bp -5' flanking sequence of each selected gene was retrieved from Phytozone. The GmNAC81 binding element, TGTG [T/G/C], was then identified and mapped. The probability of a random occurrence of this sequence was calculated using the Cumulative Binomial Distribution test for cis-elements (Haberer et al., 2006).

**Detection of H_2_O_2_ by DAB (Diaminobenzidine)**

The production of hydrogen peroxide (H_2_O_2_) was evaluated using the 3,3-diaminobenzidine reagent (DAB-Sigma), according to Weigel & Glazebrook (2002). The third leaf was collected from 80 days after germination and immediately submerged into 10 mM potassium phosphate solution (K_2_HPO_4_) containing 1 mg.mL^-1^ of DAB, pH 3.8, and incubated for 8 hours under constant light. After this period, the leaves were boiled in 100% ethanol until totally distained.

**The productivity of GmNAC81-overexpressing lines**

Four replicates of NAC081-1, NAC081-3, BR16 were grown under greenhouse conditions in two growing seasons (2015-2016 and 2016-2017). Each experimental plot consisted of four plants of each variety. The number of pods per plant, seeds per pod, seeds per plant, and the weight of seeds per plant were measured. The number of seeds and the weight of seeds per plant were used to obtain the weight of 1000 seeds. The data were submitted to no paired T-test using the software R (R Core Team, 2020).

**Induction of water deficit stress**

Plants were grown under greenhouse conditions and normal water supply until reaching the V3 stage (fully expanded third trifoliate) when the field capacity was measured in all pots. After the excess water was drained by gravity, each pot was weighed and recorded. The pots were distributed in completely randomized blocks with six treatments, irrigated and unirrigated GmNAC81-1, irrigated and unirrigated GmNAC81-3, irrigated and unirrigated control BR16. Each treatment consisted of 48 plants. All pots were weighed every day to determine the water loss by evapotranspiration, which was refilled in the irrigated treatments, considering the field capacity. In the unirrigated treatments (NI), the water was refilled every two days by a decreasing series of value lost by evapotranspiration (40; 35; 30; 25; 20; 15; 10; 5; 2.5 and 0%). The leaf water potential (ψ) was measured on the third emergent trifoliate with a Scholander Pump between 3:00 am and 5:00 am, during the stress period, until the value of ψ = –2.0. The mean values of GmNAC81 samples were compared to BR16 samples using no paired T-test in the R (R Core Team, 2020).

**Determination of the relative water content**

For this assay, 6 x 0.9 cm-leaf discs were collected in the third trifoliolate leaf (counting up from the cotyledon leaf) from four plants of each treatment. The discs were collected at 5:00 am; after determining the samples' fresh weight (FW), they were completely hydrated in Petri dishes, containing 40 ml of deionized water for 4 hours and the turgid weight (TW) was determined. After dehydration at 70 °C for 24 hours, the dry weight (DW) was determined. Relative water content (RWC) was determined using the equation RWC = (FW-DW) / (TW-DW) (Weatherley 1950). The mean values of GmNAC81 samples were compared to BR16 samples using no paired T-test in the R (R Core Team, 2020).

**Physiological parameters by gas exchange**

The Photosynthetic rate (*A*), the stomatal conductance (g_s_), the transpiration rate (E) and the intercellular CO_2_ / ambient CO_2_ (C_i_/C_a_) were evaluated in the third fully expanded leaf using an infrared gas analyzer (IRGA - portable model LI-6400xt, LI-COR Biosciences Inc., Lincon, Nebraska, USA). The measurements were carried out between 08:00 am and 11:00 am, in a greenhouse, using constant photosynthetically active radiation (PAR) (1000 μmol photons m^−2^s^−1^), CO_2_ concentration of 400 μmol CO_2_ mol^-1^, temperature and humidity ambient. The instant water use efficiency (EUW) was calculated by the A/E ratio, the carboxylation efficiency (EFC) by the A/C_i_ ratio, and the intrinsic water use efficiency (EIW) by the A/g_s_ ratio. The mean values of GmNAC81 samples were compared to BR16 samples using no paired T-test in the R (R Core Team, 2020).

**Physiological parameters by fluorescence**

The chlorophyll fluorescence variables were obtained in the same area of ​​the leaf where the gas exchange measurements were performed, with a fluorometer coupled to the IRGA (LI-6400xt, LI-COR). The parameters adapted to the dark were evaluated in the previous night (10:00 pm - 12:00 am), to ensure that the reaction centers were completely open (all primary oxidized receptors), with minimal heat loss.

The fluorescence variables obtained were the minimal fluorescence yield in dark-adapted state (F_o_), maximum fluorescence yield in dark-adapted state (F_m_) and maximum variable fluorescence yield in dark-adapted state (F_v_) was determined by the difference between F_o_ and F_m_. The potential quantum yield of PSII (F_v_ /F_m_) was calculated with the values ​​of F_v_ and F_m_ (Genty et al., 1989). The variables of the slow phase of the chlorophyll fluorescence induction were obtained sequentially after the analysis of gas exchanges with the application of an actinic illumination and a pulse of saturating actinic light to determine the following variables: maximum fluorescence yield measured when the actinic radiation is switched on (F) and maximum fluorescence yield in the light-adapted state (F_m_'). From these parameters, it was possible to calculate the minimal fluorescence yield in light-adapted state (F_o_'= F_o_ / [((F_m_ - F_o_ / F_m_) + (F_o_ / F_m_'))] (Oxborough and Baker, 1997). The non-photochemical quenching (NPQ) and effective quantum yield of photochemical energy conversion in photosystem II (Y_II_) were calculated according to Genty et al. (1989) and Hendrikson et al. (2004). The Y_II_ was used to estimate the apparent rate of electron transport at the PSII level (ETR) (Bilger et al., 1995). The mean values of GmNAC81 samples were compared to BR16 samples using no paired T-test in the R (R Core Team, 2020).

**Determination of MDA (malondialdehyde)**

Leaf lipid peroxidation was estimated through the content of TBA-reactive compounds, such as malondialdehyde (MDA), and was conducted according to Cakmak and Horst (1991). The leaf discs were collected at 5:00 am and weighed on a precision scale. The variation due to the plants' degree of hydration was corrected using the relative water content (correction factor), correcting all plants to 100% hydration. The leaves were ground in liquid nitrogen and homogenized with 2 ml of trichloroacetic acid 0.1% (v/v) and then centrifuged at 12000 g for 15 min. All steps were performed at 4 ° C. The supernatant aliquots (0.5 ml) were added to 1.5 ml of thiobarbituric acid 0.5% (v/v) and trichloroacetic acid 20% (v/v), and then incubated at 90 °C for 20 min. The reaction was stopped for incubation on ice, followed by centrifugation at 13000 g for 4 min. The absorbance of the supernatant was determined at 532 nm and subtracted from the non-specific A_600_. The concentration of malondialdehyde was calculated using the molar absorptivity coefficient of 155 mM^-1^.cm^-1^ (Heath and Packer, 1968). The mean values of GmNAC81 samples were compared to BR16 samples using no paired T-test in the R (R Core Team, 2020).

**Determination of chlorophyll and carotenoid contents**

The quantification of photosynthetic pigments was performed according to Wellburn (1994). The leaf discs were collected at 5:00 am and weighed on a precision scale. The variation due to the plants' degree of hydration was corrected using the relative water content (correction factor), correcting all plants to 100% hydration. The leaf discs were incubated with 3 ml of dimethyl sulfoxide (DMSO) saturated CaCO_3_. Chlorophylls a and b absorb spectral bands (maximum) in the blue (around 428 and 453 nm) and red (around 661 and 642 nm). The carotenoids isolated has a wide range of absorption, three peaks in the blue spectral between 400 and 500 nm. After 16 h at room temperature, the absorbance of the extracts was determined spectrophotometrically at 480, 649.1 and 665.1 nm and expressed as μg g^-1^FW. The mean values of GmNAC81 samples were compared to BR16 samples using no paired T-test in the R (R Core Team, 2020).

**References**

Andrews, S. (2010). FastQC: A Quality Control Tool for High Throughput Sequence Data. Available online at: <http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>

Bilger, W., Schreiber, U., Bock, M. (1995). Determination of the quantum efficiency of photosystem II and non- photochemical quenching of chlorophyll fluorescence in the field. *Oecologia* 102: 425-432. doi: 10.1007/BF00341354

Cakmak, I., and Horst, J.H. (1991). Effects of aluminium on lipid peroxidation, superoxid dismutase, catalase and peroxidade activities in root tips of soybean (*Glycine max*). *Physiol. Plant.* 83: 463–468. doi: 10.1111/j.1399-3054.1991.tb00121.x

Doyle, J.J. and Doyle, J.L. (1987). A rapid DNA isolation procedure for small qualntities of freshleaf tissue. *Phytochemical Bulletin.* 19: 11-15.

Falcon, S., and Gentleman, R. (2007). Using GOstats to test gene lists for GO term association. *Bioinformatics* 23: 257-258. doi: 10.1093/bioinformatics/btl567

Genty, B., Briantais, J-M., Baker, N.R. (1989). The relationship between the quantum yield of photosynthetic electron transport and quenching of chlorophyll fluorescence. *Biochim. Biophys. Acta (BBA) - General Subjects* 990: 87–92. doi: 10.1016/S0304-4165(89)80016-9

Goodstein, D.M., Shu, S., Howson, R., Neupane, R., Hayes, R.D., Fazo, J., Mitros, T., Dirks, W., Hellsten, U., Putnam, N., Rokhsar, D.S. (2012). Phytozome: a comparative platform for green plant genomics. *Nucleic Acids Res*. 40: D1178-D1186. doi: 10.1093/nar/gkr944

Haberer, G., Mader, M..T, Kosarev, P., Spannagl, M., Yang, L., Mayer, K,F. (2006) Large-scale cis-element detection by analysis of correlated expression and sequence conservation between Arabidopsis and Brassica oleracea. Plant Physiol. 142:1589-1602. doi: 10.1104/pp.106.085639.

Heath, R.L., and Packer, L. (1968). Photoperoxidation in isolated chloroplasts: I. Kinetics and stoichiometry of fatty acid peroxidation. *Arch. Biochem. Biophys.* 125: 189-198. doi: 10.1016/0003-9861(68)90654-1

Hendrickson, L., Furbank, R.T., Chow, W.S. (2004). A simple alternative approach to assessing the fate of absorbed light energy using chlorophyll fluorescence. *Photosynth. Res.* 82: 73–81. doi: 10.1023/B:PRES.0000040446.87305.f4

Hirschburger, D., Müller, M., Voegele, R.T., Link, T. (2015). Reference Genes in the Pathosystem Phakopsora pachyrhizi/ Soybean Suitable for Normalization in Transcript Profiling. *Int. J. Mol. Sci.* 16: 23057-23075. doi: 10.3390/ijms160923057

Hu, R., Fan, C., Li, H., Zhang, Q., Fu, Y.F. (2009). Evaluation of putative reference genes for gene expression normalization in soybean by quantitative real- time RT-PCR. *BMC* *Mol. Biol. 10: 93*. doi: 10.1186/1471-2199-10-93.

Joshi, N.A. and Fass, J.N. (2011). Sickle: A sliding-window, adaptive, quality-based trimming tool for FastQ files (Version 1.33) [Software]. Available at https://github.com/najoshi/sickle.

Langmead, B., and Salzberg, S. (2012). Fast gapped-read alignment with Bowtie 2. *Nat. Methods* 9:357-359. doi: 10.1038/nmeth.1923

Liao, Y., Smyth, G.K., Shi, W. (2013). The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. *Nucleic Acids Res.* 41: e108. doi: 10.1093/nar/gkt214.

Love, M., Anders, S., Huber, W. (2014). Differential analysis of count data—the DESeq2 package. *Genome Biol.* 15:550. doi: 10.1186/s13059-014-0550-8

Luo, W., and Brouwer C. (2013). Pathview: an R/Bioconductor package for pathway-based data integration and visualization. *Bioinformatics* 29: 1830-1831. doi: 10.1093/bioinformatics/btt285

Oxborough, K. and Baker, N.R. (1997). An instrument capable of imaging chlorophyll a fluorescence from intact leaves at very low irradiance and at cellular and subcellular levels of organization. *Plant Cell Environ*. 20: 1473–1483. doi: 10.1046/j.1365-3040.1997.d01-42.x

Pimenta, M.R., Silva, P.A., Mendes, G.C., Alves, J.R., Caetano, H.D., Machado, J.P., Brustolini, O.J., Carpinetti, P.A., Melo, B.P., Silva, J.C., Rosado, G.L., Ferreira, M.F., Dal-Bianco, M., Picoli, E.A., Aragão, F.J., Ramos, H.J., Fontes, E.P.B. (2016). The Stress-Induced Soybean NAC Transcription Factor GmNAC081 Plays a Positive Role in Developmentally Programmed Leaf Senescence. *Plant Cell Physiol*. 57: 1098–1114. doi: 10.1093/pcp/pcw059

R Core Team (2020). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria.URL https://www.R-project.org/.

Weatherley, P.E. (1950). Studies in the water relations of the cotton plant. I. The field measurement of water deficits in leaves. *New Phytol.* 49: 81-97. doi: 10.1111/j.1469-8137.1950.tb05146.x

Weigel, D., and Glazebrook, J. (2002) Arabidopsis, a Laboratory Manual. New York: Cold Spring Harbour Press.

Wellburn, A.R. (1994). The spectral determination of chlorophylls a and b, as well as total carotenoids, using various solvents with spectrometers of different resolution. *J. Plant Physiol*. 144:307–313. doi: 10.1016/S0176-1617(11)81192-2

How the deposited data were processed for this re-analysis (not part of the article)

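RNA of the third leaf was sequenced in 12 libraries, 3 replicates each of BR16 V3, BR16 R6, GmNAC81-3 V3 and GmNAC81-3 R6. According to the paper and its Supplementary Methods, the authors prepared stranded TruSeq libraries, sequenced them as paired-end reads of 100 bp, removed reads of low quality with Sickle, mapped the others with Bowtie to the soybean genome Wm82.a2.v1 and counted them with Rsubread. The values are the authors' raw counts as deposited, without normalization, for 84782 transcript models of 52660 loci and 1 terminator sequence of the transgene. The libraries of each stage were sequenced as a set of their own, so stage and sequencing set are confounded. Each library has 1 column of counts, although the Supplementary Methods describe 2 lanes.

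Counts of the transcript models of a locus were summed, which joined several models at 15055 loci, and the transgene entry was added to Glyma.12G022700. Low counts were mostly even, so that counts may overstate the number of fragments, and a limit of 3 counts was used as the floor. For 3 counts or fewer in all libraries of a group, fold changes are given as lower bounds against this floor, which cover counting error only.

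The counts were analysed in R 4.3.3 with edgeR 4.0.16. The expression filter filterByExpr was applied with the 4 groups, leaving 39443 loci, library sizes were scaled with TMM, and group means were fitted to all 12 libraries without further terms. TMM factors ran from 0.498 to 0.657 in GmNAC81-3 V3, from 0.969 to 1.38 in BR16 V3, from 1.09 to 1.45 in BR16 R6 and from 0.931 to 1.44 in GmNAC81-3 R6. The median log2 fold change over all tested loci stayed within 0.08 of 0 in each contrast and under each scaling. Contrasts were tested with edgeR's quasi-likelihood test, and p-values were adjusted with the Benjamini-Hochberg method over all tested loci. A locus was called at an adjusted p under 0.05 and a log2 fold change above 1 or below -1. The contrasts were GmNAC81-3 V3 with BR16 V3, R6 with V3 in each genotype, GmNAC81-3 R6 with BR16 R6, and the difference between the stage effects of the genotypes. A permutation test of single loci was not used, since 3 libraries against 3 cannot give an exact two-sided p below 0.1. CPM values are given as mean and SD with TMM library sizes.

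Group means and libraries were clustered with Ward's method on 1 minus Pearson's correlation of log2 CPM (prior count 2), with 1000 resamplings of the loci. The correlation of the effect at V3 with senescence was set beside 10 simulated draws of unchanged groups, in which no locus was called, and this correlation and the share of loci called in the same direction in senescence beside 10 draws in which the effects at V3 were reassigned among loci of similar expression in 20 bins. The procedure was tested on simulated data with 200 changed loci: edgeR recovered 88.0% of them with 5 false calls and DESeq2 96.5% with 70 false calls.

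The replicate numbers were checked for pairing by the correlation, across loci, of the deviations of libraries from their group means. Libraries of BR16 V3 and GmNAC81-3 V3 with the same number had correlations of 0.404, 0.221 and 0.129, against a mean of -0.121 for different numbers. The numbers may therefore pair the V3 libraries, while no other pair of groups showed this. Other orders of the numbers were not tested, and the sample labels do not state a pairing. Deviations from a group mean sum to 0, so positive values for the same number force negative ones for different numbers. A fit with the replicate number as a block was among the alternatives.

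The samples, tests, thresholds and the following alternatives were set before the data were examined: DESeq2 1.42.0 with its Wald test, DESeq2's size factors in the edgeR fit, no expression filter, at least 10 counts in every library, a fit of only the 2 groups compared, the replicate number as a block, an adjusted p of at most 0.01, no limit of fold change, and each library left out in turn. For the clustering, other distances and linkages, the 1000 most variable loci, untransformed CPM and a prior count of 0.5 were tried. Counts per transcript model, a fit of the V3 libraries alone with the replicate block, and DESeq2 on each library split at random into 2 parts were added after seeing the data.

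The loci named are those given in the paper's text, those of Supplementary Table S3, those of Supplementary Tables S2 and S5 whose symbols the text names, and in each contrast the 2 loci with the highest and the 2 with the lowest fitted log2 fold change among the called loci whose groups do not overlap, an order that is not measured where a group is at the floor. The line GmNAC81-1, GmNAC30, the NRPs and other genes without a locus in the paper were not analysed here, nor were promoter motifs and enrichment of terms, for which a genome and gene descriptions would be needed. Lists of loci were copied from Supplementary Tables S2 and S5.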

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

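The tests of pairs of splits, of the transgene entry, of neighbouring loci and of the level of GmNAC81 were chosen only after the result was seen.

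The effect of stage differed between GmNAC81-3 and BR16, tested as an interaction, at 28 loci. At 24 of them the difference between genotypes had opposite signs at V3 and at R6, and 26 were also called between the genotypes at V3. Only 1 locus, Glyma.06G293900, was called in opposite directions at V3 and R6 (log2 fold changes of -4.23 and 1.97). At the others with opposite signs the difference at R6 was not called, so these signs do not show a reversal. Loci near the floor of detection do not account for the pattern, since only 2 of the 28 had a group with all libraries at the floor. Of 50 splits by genotype within each stage, drawn from the 200 possible and with the real one included, 4 gave as many loci, so chance is not excluded. The 4 were all among the 8 splits that kept the V3 groups, where 1532 was the highest count, and in the splits that broke up the V3 groups the highest count was 0. Other splits of the R6 libraries thus gave as many loci. The number was 1 without BR16 V3 replicate 2 or 3, BR16 R6 replicate 1 or 2, GmNAC81-3 V3 replicate 2 or GmNAC81-3 R6 replicate 3. It was 292 without GmNAC81-3 V3 replicate 1. An effect of GmNAC81 that differs between the stages remains possible as the biological explanation and was not tested beyond this.

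Between GmNAC81-3 R6 and BR16 R6, a contrast for which the paper gives no genes, 39 loci were called. The real split was the only 1 of the 10 splits of the 6 libraries to give as many, which with 3 libraries against 3 cannot exclude chance for R6 alone. Of the 100 pairs of such a split with a split of the V3 libraries, 1, the real one, gave as many calls in both, which excludes chance as the source of the calls at both stages together. Of the 39 loci, 37 had the same direction at V3 and 25 were called there in that direction, while 54.8% of all tested loci had the same sign at both stages. This is consistent with a difference of the line that is present at both stages. Another of the 39 lay within 50 tested loci of 33 of them, in the order of the locus numbers, where 10000 random draws gave a median of 4 and at most 15, so neighbouring by chance is excluded. Runs on chromosomes 2, 5, 6 and 18 hold 10, 4, 8 and 9 of the loci. On chromosome 18 the other loci of the run had a median log2 fold change of -0.0110, which argues against a change of copy number of that segment. The count of 39 fell to 6 higher and 3 lower loci without BR16 R6 replicate 1. Whether the line and the BR16 plants differ by inherited segments or by the insertion cannot be tested with these data.

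On chromosome 2, the run from Glyma.02G060600 to Glyma.02G090500 holds 208 tested loci. The paper's text does not discuss this segment, but Supplementary Tables S2 and S5 list 3 of its loci. The 198 loci that were not called had a median log2 fold change of 0.85 at R6. At V3 the median was 0.63, and 82.3% of these loci were higher at R6 and 77.8% at V3. Of 34620 windows of the same size elsewhere, 83 reached as far at R6, 0 at V3 and 0 at both stages. Each of the 6 GmNAC81-3 libraries lay above each BR16 library, with a median log2 CPM of these loci of 1.60 to 1.82 against 0.88 to 1.09. The median stayed between 0.83 and 0.88 at R6 and between 0.60 and 0.79 at V3 under the alternatives with all libraries, and between 0.80 and 0.89 at R6 and between 0.58 and 0.68 at V3 with each library left out in turn. A candidate explanation is a change of copy number of the segment in the line, which the shift of the loci not called would need. The level of GmNAC81 as the cause is excluded by the shift of 0.63 at V3, when GmNAC81 differed, together with the shift at R6, when it did not differ detectably. Of the 1358 loci called at V3, 46 (3.39%) lie in this segment, which holds 0.527% of the tested loci. An inherited difference other than copy number was not tested.

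In BR16 R6, 34.6% of the counts of GmNAC81 fell on the transgene entry, although BR16 carries no transgene. The share was 34.8% in BR16 V3, the same within the spread between libraries while the counts of the gene rose several-fold, which excludes RNA of the transgenic line in the BR16 libraries, whose share would fall as the gene's own counts rise. Reads shared between the entries for the gene and for the transgene would give such a constant share and are consistent with 34.6%. In GmNAC81-3 the share was 53.6% at V3 and 52.8% at R6. No biological explanation was tested.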

How the results depend on the processing

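The alternatives that used transcript models, the V3 libraries alone with the replicate block, and libraries split at random into 2 parts were chosen after seeing the data, as tests chosen only after the result was seen, and the cause of the changes described was not tested unless stated.

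Over the alternatives set in advance that used all replicates, 574 of 640 results for single loci kept their direction and their side of the threshold, 48 became weaker, 18 stronger and 0 reversed. Over the fits that each left out 1 library, 902 of 1032 of these did so, 110 became weaker, 16 stronger and 4 reversed. Over the added alternatives, 182 of 208 did so, 3 became weaker and 23 stronger. Of the other results (counts, shares, the correlation, the clusters and GmNAC81), 104 of 151, 181 of 240 and 26 of 42 stayed the same in these 3 sets of alternatives, and 44, 57 and 15 moved, counts by more than 1.5-fold and the others beyond their interval or spread. The 4 reversals of single loci all came without BR16 V3 replicate 2: Glyma.03G168000 changed by 0.16 between the genotypes at V3 (from -2.87) and by 0.0641 in senescence of BR16 (from -3.08), Glyma.08G235400 (KIT1) by 2.67 in senescence (from -4.80), and Glyma.09G147200 (CBF4) by 0.0234 in senescence (from -0.63), where the values in parentheses are the lowest of the other fits that left out 1 library. Of these, only KIT1 passed the threshold in the reversed direction (adjusted p = 0.00733, edgeR quasi-likelihood, Benjamini-Hochberg).

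With DESeq2, 1420 loci were higher and 1689 lower in GmNAC81-3 V3, 116 higher and 93 lower in GmNAC81-3 R6, and 1027 differed in the interaction. It called 80 loci of Supplementary Table S2 and 31 of Table S5, the shared percent of lower loci was 34.8, and the interaction of GmNAC81 passed the threshold at -3.55. With DESeq2's size factors in edgeR the interaction had 18 loci. With at least 10 counts in every library, which left fewer loci to test, senescence of BR16 had 3578 higher and 4596 lower loci, senescence of GmNAC81-3 had 3829 higher, R6 had 8 higher and 0 lower (1205 lower at an unadjusted p under 0.05), the interaction 43, the shared percent of lower loci was 28.1 and the correlation of the genotype effect with senescence was -0.0565. In fits of only the 2 groups compared, which have fewer libraries, V3 had 8 higher and 6 lower loci, R6 had 8 and 4, Table S2 had 0 called loci (164 at an unadjusted p under 0.05) and Table S5 had 0 (33), the shared percents were 37.5 and 66.7, and GmNAC81 at V3 fell short of the threshold at 4.08. Of 82 results for single loci in these fits, 63 stayed the same, 18 became weaker and 1 stronger. With the replicate number as a block, V3 had 389 lower loci, R6 had 14 higher and 5 lower, the interaction 6, Table S2 had 18 and the shared percent of lower loci was 43.2. Of the named loci, the block took the calls of Glyma.14G092800, Glyma.17G230700, Glyma.05G055700 and Glyma.12G181400 at V3, of KIT1 in senescence and of Glyma.06G294300 and Glyma.02G060600 at R6, and gave a call to ERD15 in senescence.

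An adjusted p of at most 0.01 is the cut-off in the paper's Supplementary Methods and a stricter threshold by construction. It left 143 higher and 63 lower loci at V3, 11 and 4 at R6, 1 in the interaction, 5 of Table S2 and 3 of Table S5. The shared percents were 16.8 and 44.4, and GmNAC81 at V3 (4.11) fell short of the threshold. Of the named loci, Glyma.07G033500 (PDR12), Glyma.14G072300 (JMT), Glyma.11G112500, Glyma.18G123900, Glyma.18G148600 and Glyma.07G014500 kept their calls at V3 under this threshold. Without a limit of fold change, the shared percent of higher loci was 24.6. With senescence in GmNAC81-3, which shares the GmNAC81-3 V3 libraries with the contrast at V3 with opposite sign, the shared percents were 7.67 and 13.6. Untransformed CPM gave the clusters in 91.4% of resamplings, and the other choices for the clustering did not change them.

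Among the added alternatives, counts per transcript model gave 9390 higher and 12145 lower models in senescence of BR16, 10413 and 12469 in GmNAC81-3, and 14 in the interaction, over more units tested. The V3 libraries alone with the replicate block gave 862 higher and 951 lower loci at V3, kept the calls of Glyma.14G092800 and Glyma.12G181400, and called 53 loci of Table S2 and 20 of Table S5. Each library split at random into 2 parts with DESeq2, which doubles the libraries without new plants, called 1961 higher and 3238 lower loci at V3, 345 and 920 at R6, 3812 in the interaction, 137 of Table S2 and 40 of Table S5, with a shared percent of higher loci of 25.1 and the interaction of GmNAC81 at -3.54 past the threshold.

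With each library left out in turn, V3 had 89 (without BR16 V3 replicate 3) to 1053 (without GmNAC81-3 V3 replicate 1) higher and 62 to 1766 lower loci, without the same libraries. Senescence of BR16 had 5139 to 6226 higher and 6820 to 8336 lower loci, and that of GmNAC81-3 had 5829 to 6717 and 7063 to 7965. R6 had 6 (without BR16 R6 replicate 1) to 32 (without GmNAC81-3 V3 replicate 1) higher and 3 (without BR16 R6 replicate 1) to 25 (without BR16 R6 replicate 2) lower loci. The interaction had from 1 to 292 loci, the highest without GmNAC81-3 V3 replicate 1. It had 1 without BR16 V3 replicate 2 or 3, BR16 R6 replicate 1 or 2, GmNAC81-3 V3 replicate 2 or GmNAC81-3 R6 replicate 3. Without BR16 V3 replicate 3, 3 loci of Table S2 and 3 of Table S5 were called, and without BR16 V3 replicate 1, 54 and 20. The shared percent ran from 16.9 (without BR16 V3 replicate 3) to 22.2 (without GmNAC81-3 V3 replicate 3) for higher and from 25.6 (without GmNAC81-3 V3 replicate 1) to 46.8 (without BR16 V3 replicate 3) for lower loci. The correlation ran from 0.031 to 0.138 and the clusters stayed at 100%. For GmNAC81, the log2 fold change at V3 ran from 3.32 to 4.52, short of the threshold without BR16 V3 replicate 2 or 3, that of senescence from 2.21 to 3.18 in BR16 and from -1.22 to -0.02 in GmNAC81-3, that at R6 from 0.13 to 1.08 and the interaction from -3.98 to -2.74.

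Of the alternatives set in advance, lanes as separate libraries were not run, because each library has 1 column of counts, and the gene sets by description with fry or an estimated correlation and the promoter motif on both strands or with 6 bases were not run, because descriptions and sequences of these loci were not at hand. With counts of 3 or fewer in the groups compared, MLO3, KIT1 and SPI have only lower bounds, and the depth does not allow a fold change for them.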

Differences from the paper's values

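No test was chosen after the result was seen for the values compared here, apart from the added alternatives that are marked.

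In senescence of BR16, the log2 fold change of JMT (Glyma.14G072300) was -2.09, while the paper's value is 2.89. None of the 18 alternatives set before the data were examined closed the gap, with values from -2.45 to -1.72. For SPI (Glyma.10G184700) in senescence, the lower bound of the log2 fold change was -6.40 against the paper's -5.11, and none of the 19 alternatives closed the gap, with bounds from -6.98 to -6.21, while without BR16 V3 replicate 2 no bound can be given. At V3, the PDR12 locus Glyma.15G012000 changed by -2.62 against the paper's -5.12. Of its 20 alternatives set before the data were examined, 6 left values whose error covers the paper's value: no expression filter, at least 10 counts in every library, a fit of only the 2 groups, and leaving out BR16 V3 replicate 3, GmNAC81-3 V3 replicate 2 or GmNAC81-3 V3 replicate 3. The others did not, and all 20 lay between -3.17 and -1.67. CBF4 (Glyma.09G147200) changed by -0.71 at V3 against the paper's -3.47, and none of its 20 alternatives closed the gap, with values from -1.02 to -0.36.

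The paper describes the transcriptome of GmNAC81-3 V3 as similar to the senescent ones and far from that of BR16 V3. Here the V3 groups clustered together in 100% of resamplings, and the effect at V3 was correlated with senescence at r = 0.043 over all tested loci and at 0.361 over those called at V3. The latter loci were chosen on the BR16 V3 libraries that both contrasts share, and their r has no value for unchanged groups beside it. The paper describes the genes of the ethylene response as going down on a large scale, whereas 43 of the 62 listed loci were higher and 19 lower, as in its own table. Of those called, 4 were higher and 3 lower, with DESeq2 6 and 9, without BR16 V3 replicate 1 1 and 7, and with libraries split at random into 2 parts, chosen after seeing the values, 7 and 13. The drought-related loci of Supplementary Table S5 are described as changed by GmNAC81 alone, whereas 24 of the 53 tested were also called in senescence of BR16, 10 of them in the listed direction, and 3 were called in both contrasts in the same direction. The paper describes PDR12 as not repressed at R6, whereas the locus Glyma.07G033500 changed by -5.69 between R6 and V3. Of the other PDR12 loci, Glyma.14G127800 changed by -5.61, Glyma.03G168200 by -3.81 and, without a call, Glyma.03G168000 by -2.46 (0.0641 without BR16 V3 replicate 2), while Glyma.13G361900 rose by 3.46 and, without a call, Glyma.15G012000 by 1.52.

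The paper lists each locus of Supplementary Tables S2 and S5 as differentially expressed, and 51 had an adjusted p under 0.05 here (edgeR quasi-likelihood, Benjamini-Hochberg). With DESeq2 the number was 154, and with each library split at random into 2 parts, chosen after seeing the values, 329. In senescence, ERD15 was not called with an adjusted p of 0.0532 (edgeR quasi-likelihood, Benjamini-Hochberg; 0.0191 to 0.0543 over the alternatives set in advance that used all libraries), and it was called with DESeq2, without an expression filter, in a fit of only the 2 groups and with the replicate block, without BR16 V3 replicate 2, GmNAC81-3 V3 replicate 1 or GmNAC81-3 V3 replicate 3, and, chosen after seeing the values, with transcript models and with libraries split into 2 parts.

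Other loci that the paper names as changed at V3 were not called here. DESeq2 called the PDR12 locus Glyma.15G012000, PIP2A, TMP-C, the ZAT10 locus Glyma.06G045400, the HD2C locus Glyma.13G319500, the OST1 locus Glyma.01G204200 (log2 fold change -1.22) and the NRT1.5 locus Glyma.05G070600. At least 10 counts in every library called Glyma.13G319500. Leaving out 1 library called NRT1.5 (Glyma.09G237600) without GmNAC81-3 V3 replicate 3 (3.77), KIT1 without BR16 V3 replicate 1, Glyma.15G012000 (-3.17) and Glyma.06G045400 (-3.03) without BR16 V3 replicate 1, TMP-C without GmNAC81-3 V3 replicate 1 (-3.54), and Glyma.13G319500 without GmNAC81-3 V3 replicate 1 or GmNAC81-3 R6 replicate 3. The V3 libraries alone with the replicate block, chosen after seeing the values, called TMP-C, Glyma.06G045400, Glyma.13G319500, Glyma.05G070600 and Glyma.03G168200. The libraries split into 2 parts, chosen after seeing the values, called the loci named for DESeq2 and for the replicate block, and also ERD15, NRT1.5 (Glyma.09G237600 and Glyma.17G153300), KIT1, SPI, Glyma.03G168000 and the ATAF1 locus Glyma.06G157400. SPI in senescence was called without an expression filter and with libraries split into 2 parts, chosen after seeing the values. No setting called CBF4, the ZAT10 locus Glyma.04G044900, the PDR12 locus Glyma.13G361900 or the NRT1.5 locus Glyma.18G260000 at V3.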

Other observations

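The tests of pairs of splits, of the depth of the libraries, of the wounding state of 1 plant, of the lanes, of transcript models and of the sequencing sets were chosen only after the result was seen.

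More loci were called between the genotypes at V3 (1358) than at R6 (39). The depth of the libraries is excluded as the cause, since the GmNAC81-3 V3 libraries had the smallest median effective size, 28.1 M. A larger spread at R6 is excluded too, with a biological coefficient of variation of 0.285 in a fit of the R6 libraries against 0.360 at V3. Without the 3 most abundant loci, 1328 loci were called at V3, 1314 of them the same, and 39 at R6, so these loci do not account for the pattern. Fits of only the 2 groups compared have fewer libraries for the spread. They called 8 loci higher and 6 lower at V3 and 8 and 4 at R6. At an unadjusted p under 0.05 (edgeR quasi-likelihood), V3 had 3108 higher and 3462 lower loci, against 4407 and 4837 with the 4 groups. R6 had 1336 and 2099, against 953 and 1753, so fewer libraries alone do not account for the fall at V3. The coefficient of variation of the 4-group fit, 0.332, lay below that at V3 and above that at R6, which can favour calls at V3. The size of the difference in calls thus depends on the groups fitted together. For V3, for senescence of BR16, for senescence of GmNAC81-3 and for the listed loci of Supplementary Tables S2 and S5, the real split was the only 1 of the 10 splits of the 6 libraries to give as many calls, and for each alone 3 libraries against 3 cannot exclude chance. The 2 contrasts between stages share no library, and of the 100 pairs of 1 split in each genotype 1, the real one, gave as many calls in both, so chance is excluded as the source of both together. The same held for the 100 pairs of splits by genotype at V3 and at R6, of which 1 gave as many calls in both. The other splits at V3 gave 0 called loci and between 596 and 6684 loci at an unadjusted p under 0.05. If the replicate numbers pair the V3 libraries, 4 splits part all 3 pairs, and of these 1, the real one, was as large. The difference in the level of GmNAC81 between the stages remains open as a biological explanation. A difference of the effect itself between the stages was called at 28 loci, for which chance is not excluded.

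The 3 loci Glyma.13G028200, Glyma.11G162200 and Glyma.05G073600 took 51.3% of the counts in GmNAC81-3 V3, 41.1% in BR16 R6 and 45.4% in GmNAC81-3 R6. A difference between the sequencing sets of the stages is excluded as the cause of the high share in GmNAC81-3 V3, as BR16 V3 of the same set had 35.5%.

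The lower level of KIT1 and SPI in GmNAC81-3 V3 rests on BR16 V3 replicate 2. Replicate 2 was the highest of the BR16 V3 libraries at 38.5% of the tested loci, against 37.3% for replicate 1 and 24.2% for replicate 3, but the scaling of the libraries largely fixes such shares, so this value does not decide on a shift of the whole library. Among the loci that Supplementary Table S2 lists as lower in GmNAC81-3 V3, replicate 2 was more than 2-fold above both other BR16 V3 libraries at 19 of 63 wounding loci (30.2%) and at 16 of 96 others (16.7%), an odds ratio of 2.15 (Fisher's exact test, two-sided p = 0.0519). A state of 1 plant that raises wounding-related loci may contribute, and the test does not decide it.

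Fewer listed loci reached the adjusted p that the paper gives. With each library split at random into 2 parts, which imitates lanes entered as separate libraries, 329 of the listed loci had an adjusted p under 0.05, so lanes entered as separate libraries are consistent with the paper's list, although the files hold no lanes to test this directly. Counts per transcript model gave 44 such loci with edgeR, against 51 with counts per locus, so that choice did not raise the number with edgeR. It was not run with DESeq2, the tool named in the Supplementary Methods, and is not excluded there.

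The correlation of the effect at V3 with senescence was 0.043 across loci. In simulated unchanged groups, which held no senescence, the shared BR16 V3 libraries alone gave 0.483 on average, between 0.473 and 0.491. Such a value follows from the shared libraries where neither contrast holds a change, so it is no reference for the 0.043. Over the loci called at V3 the correlation was 0.361. These loci were chosen on the shared BR16 V3 libraries and no simulated value was computed for them, so the 0.361 cannot be judged. In the simulation with reassigned effects, which kept the senescence of BR16, the correlation was 0.0633 across all tested loci (0.0505 to 0.0752), above the observed 0.043. In that simulation 16.2% (11.7 to 21.6%) of higher and 23.6% (21.8 to 25.6%) of lower loci were shared with senescence, against 20.8% and 39.1% observed. Opposite changes made up 29.5% of higher loci, against 19.2% in the simulation (16.9 to 25.5%), and 14.1% of lower loci, against 12.0% (8.79 to 14.8%). The correlation with the contrast of genotypes at R6, which shares no library with that at V3, was 0.217 across loci.

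Of the loci listed as ATAF1, Glyma.06G157400 changed by -1.20 at V3 and rose by 3.79 in senescence of BR16, while Glyma.04G249000 changed by 0.63 and -1.67 and Glyma.14G152700 by 0.68 and -1.09. The last of these was called in senescence but not without BR16 V3 replicate 3 (-0.94) or BR16 R6 replicate 2 (-0.96). A second locus listed as KIN10, Glyma.13G060400, changed by 0.14 at V3.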
